# The Molecular Fingerprint of Dorsal Root and Trigeminal Ganglion Neurons

**DOI:** 10.3389/fnmol.2017.00304

**Published:** 2017-09-26

**Authors:** Douglas M. Lopes, Franziska Denk, Stephen B. McMahon

**Keywords:** DRG, trigeminal ganglia, RNA sequencing, transcriptome, pain, migraine

## Abstract

The dorsal root ganglia (DRG) and trigeminal ganglia (TG) are clusters of cell bodies of highly specialized sensory neurons which are responsible for relaying information about our environment to the central nervous system. Despite previous efforts to characterize sensory neurons at the molecular level, it is still unknown whether those present in DRG and TG have distinct expression profiles and therefore a unique molecular fingerprint. To address this question, we isolated lumbar DRG and TG neurons using fluorescence-activated cell sorting from Advillin-GFP transgenic mice and performed RNA sequencing. Our transcriptome analyses showed that, despite being overwhelmingly similar, a number of genes are differentially expressed in DRG and TG neurons. Importantly, we identified 24 genes which were uniquely expressed in either ganglia, including an arginine vasopressin receptor and several homeobox genes, giving each population a distinct molecular fingerprint. We compared our findings with published studies to reveal that many genes previously reported to be present in neurons are in fact likely to originate from other cell types in the ganglia. Additionally, our neuron-specific results aligned well with a dataset examining whole human TG and DRG. We propose that the data can both improve our understanding of primary afferent biology and help contribute to the development of drug treatments and gene therapies which seek targets with unique or restricted expression patterns.

## Introduction

Among the different types of cells present in the central (CNS) and peripheral (PNS) nervous systems, sensory neurons are of particular importance as they are continually relaying information about our environment. The trigeminal ganglion (TG) contains many of the sensory neurons innervating the head while the dorsal root ganglia (DRG) mostly innervate the rest of the body. Both groups are highly specialized pseudounipolar neurons that can detect and respond to a variety of chemical, mechanical, and thermal stimuli, serving as a warning system for mammals (Porter and Spencer, 1982; Luo et al., 1991; Capra and Dessem, 1992; Devor, 1999; Woolf and Ma, 2007; Dubin and Patapoutian, 2010). TG neurons, in addition, have some distinct chemosensitive properties relating to olfaction and the gustatory system (Gerhold and Bautista, 2009; Viana, 2011).

DRG and TG are formed by agglomerates of many thousands of primary afferent neurons. There is large heterogeneity, whereby different types of neurons have their own special perceptual modalities and therefore distinct cellular and molecular identities (Snider and McMahon, 1998; Devor, 1999; Marmigere and Ernfors, 2007; Dubin and Patapoutian, 2010; Reichling et al., 2013). Despite their functional similarities and capability to sense innocuous and noxious stimuli, DRG and TG neurons are very distinct in their location and connectivity. DRG afferents are found peripherally alongside the spinal cord and directly synapse onto spinal neurons, whereas TG neurons are localized at the base of the skull, projecting either directly to the brain stem or to the upper regions of the spinal cord (Capra and Dessem, 1992; Erzurumlu et al., 2010). Moreover, DRG neurons derive from the neural crest, whereas TG neurons have dual origin, containing cells originated both from cranial neural crest and trigeminal ectodermal placodes (Altman and Bayer, 1982; D’Amico-Martel and Noden, 1983; Durham and Garrett, 2010; Erzurumlu et al., 2010; Krispin et al., 2010). The distinction in cell fate at embryonic stages, together with some of the already mentioned exclusive functional characteristics and different connectivity patterns, suggests the existence of different molecular identities underlying either of these ganglia.

Studies have indeed started to characterize DRG and TG neurons at the molecular level using RNA sequencing (RNA-seq) (Manteniotis et al., 2013; Chiu et al., 2014; Perkins et al., 2014; Thakur et al., 2014; Flegel et al., 2015; Reynders et al., 2015; Hu et al., 2016; Sapio et al., 2016; Wu et al., 2016; Kogelman et al., 2017) enabling in-depth analysis and characterization of their genome-wide transcriptional profiles. To date a few studies have reported approximately 200 differentially expressed genes in both rodents and humans (Manteniotis et al., 2013; Flegel et al., 2015; Kogelman et al., 2017). Among them were many odorant-binding proteins, ion channels, and G protein-coupled receptors (Manteniotis et al., 2013; Flegel et al., 2015). However, non-neuronal cells account for a significant proportion of cells in these ganglia (Devor, 1999; Hanani, 2005; Durham and Garrett, 2010; Huang et al., 2013) and therefore influence the transcripts present in these datasets, with neuronal genes underrepresented. Thus, a comparison in the expression profiles between enriched neuronal cell populations remains to be performed.

In this study, we examined lumbar DRG and TG ganglia with a specific focus on differences in neuronal gene expression. Using a combination of fluorescence-activated cell sorting (FACS), a transgenic mouse model and RNA-seq analysis, we identified a number of genes exclusively expressed in either DRG or TG neurons. Furthermore, we correlated our data with published studies and reveal that many genes previously believed to be present in neurons, are in fact either expressed in glial cells or other cell types. These findings are not only important for the understanding of the biology of primary afferents as whole, but could also aid development of drug treatments and gene therapies which seek unequivocal targets.

## Results

### Isolation of Specific Populations of Neurons by FACS

We have previously demonstrated that conventional DRG dissociation results in a mixture of cells in which neurons only account for ∼10% of the population (Thakur et al., 2014). In this study we used a sorting strategy, employing a mouse line expressing GFP under the control of the advillin promotor (Avil-GFP), which labels sensory neurons (Gong et al., 2003) (**Figure 1A** and Supplementary Figure 1). Lumbar DRG and TG were dissociated, the cells were exposed to propidium iodide (PI) and isolated using FACS (**Figure 1B**; for gating strategies, please refer to section “Materials and Methods” and Supplementary Figure 2). From all GFP+/PI- singlets, 500 events were captured for each biological replicate consisting of *n* = 6 mice for DRG and *n* = 4 mice for TG. Culture and analysis of sorted cells revealed that despite limited satellite glial cells, neurons accounted for over 70% of our isolated population (data not shown), a percentage we estimate to be slightly undervalued, given the proliferating nature of non-neuronal cells.

**FIGURE 1:**
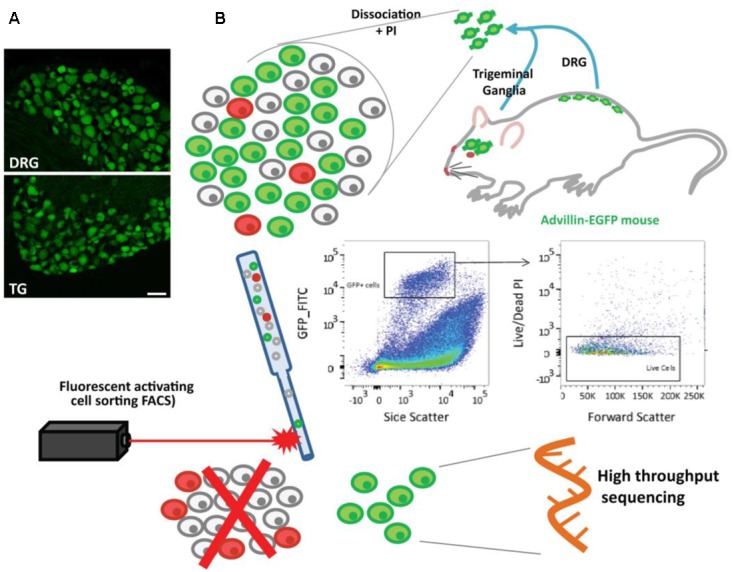
Sensory neurons in the Avil-GFP transgenic mouse and schematic representation of neuronal isolation using flow cytometry. **(A)** Representative picture of DRG and TG ganglion showing the expression of EGFP under the control of the advillin promoter (green cells) in sensory neurons. Scale bar: 50 μm. **(B)** Lumbar DRG and TG were extracted from Avil-EGFP mice. Neurons were dissociated and exposed to propidium iodide (PI), and EGFP+ cells (neurons) were sorted using the gating strategy above, where the non-neuronal cells and PI+ cells were excluded (represented in the cartoon as gray and red). RNA was then extracted and sequenced.

### RNA-Sequencing of DRG and TG Neurons

Following the isolation of neurons by FACS, high-quality RNA was extracted (average RIN 8.75, min 7.6, max 9.9) and RNA-seq was performed on polyA+ mRNA using six DRG and four TG replicates. 

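RNA of advillin-GFP-positive neurons sorted by FACS was sequenced from lumbar DRG (6 libraries, 3 of male and 3 of female mice) and from TG (4 libraries, 2 of each sex). The values used are the authors' FPKM, which the paper states were generated with cufflinks from reads aligned to mm10, for 45952 genes in each library, together with the authors' deposited tables of DESeq2 comparisons. FPKM are already scaled for library size and transcript length, and they summed to 543862 to 870872 (median 586789) in the DRG libraries and to 563021 to 646684 (median 583249) in the TG libraries. Read counts per library were not used here; the smallest steps between FPKM values place the relative depth of the 10 libraries within a factor of 1.49 of each other, while the paper gives its depth as a range of uniquely aligned reads. From the FPKM, log2(FPKM + 1) was fitted for each gene in limma with ganglion and sex as terms, and p-values were adjusted by the method of Benjamini and Hochberg. For single genes the libraries were also compared by a two-sided exact permutation test over the 210 splits into 6 and 4. Male DRG replicate 3 had the highest sum of FPKM and stood apart from the others, with a median rank correlation with the other libraries of 0.849, against 0.869 in female DRG replicate 1, 0.895 in female DRG replicate 3 and 0.933 or more in the remaining libraries.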

Between 20.7 and 30.3 million reads were uniquely aligned to the mm10 genome using STAR (Dobin et al., 2013), corresponding to a median mapping percentage of 85.8%. Normalized gene expression values and differential gene expression were generated using the cufflinks and DESeq2 algorithms (Trapnell et al., 2010; Love et al., 2014), respectively. Power calculations (using RNAPower; Hart et al., 2013) indicated that we were well-powered to detect twofold differences in gene expression (71% chance for all genes and 81–87% chance for the top 50% of all expressed genes).

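Genes varied more among the DRG libraries than among the TG libraries: the median coefficient of variation of FPKM over the genes detected was 0.426 in DRG (n = 6) and 0.220 in TG (n = 4), and 0.347 and 0.171 among the genes with a mean above the median. Gap43, a growth-associated protein of axons, shows the level and the spread of an abundant neuronal transcript, with an FPKM of 393 ± 126 in DRG (SD, n = 6) and 282 ± 50.8 in TG (SD, n = 4). Thy1, a surface protein of neurons, had an FPKM of 101 ± 43.8 in DRG and 75.9 ± 17.9 in TG. Neither passed the test between the ganglia (adjusted p = 0.792 and 0.807 from limma). On the log2 scale the median residual SD after ganglion and sex was 0.45. Changes were added to data simulated with each gene's residual SD, the same in every library, and with genes drawn independently. Between 6 and 4 libraries, at an adjusted p under 0.05, limma recovered 10.7% of the genes changed 2-fold and 57.4% of those changed 4-fold. Among genes with a mean above the median it recovered 19.0% and 76.1%, and of all its calls 5.94% were false. Since DRG libraries varied more than TG libraries, these shares are not estimates for the real comparison. The paper's power calculation is of another kind, so its figures are not on the same basis.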

A total of 12,638 genes were detected in either DRG or TG neurons (FPKM > 1, in at least two of the replicates for each condition, Supplementary Table 1). 

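An FPKM of at least 1 in 2 or more replicates of DRG or of TG was reached by 12637 genes, and between 10820 and 11503 genes reached it in a single library. Advillin (Avil), whose promoter drives the GFP used for the sort, had an FPKM of 739 ± 335 in DRG (SD, n = 6) and 1031 ± 139 in TG (SD, n = 4). Stmn2, a regulator of microtubules in growing axons, had an FPKM of 1914 ± 649 in DRG and 1430.5 ± 340.2 in TG. Of 18 genes expressed by most neurons, 17 were detected, and their median FPKM in a library lay between 215 and 434 in the DRG libraries and between 379 and 458 in the TG libraries. Of these 17 genes, 9 had the higher fitted mean in DRG and 8 in TG, and none passed the test (limma; 0 also at an unadjusted p under 0.05; adjusted p = 0.742 for the list by camera). Of 19 macrophage markers 7 were detected, with a median FPKM of 0 to 2.90 in the DRG libraries and 0.902 to 1.49 in the TG libraries, and of 15 fibroblast markers 11 were detected, with a median of 0.475 to 3.10 in DRG and 0.861 to 2.51 in TG.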

Our DRG and TG data were strongly correlated with the ranked expression profiles of pure DRG nociceptors (Thakur et al., 2014): Spearman’s rho *r*_s_ = 0.65, **Figure 2** and Supplementary Table 2. 

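Across the 12395 detected genes that the authors' deposited table also lists for magnetically sorted DRG neurons, the ranks of mean FPKM correlated with Spearman's rho = 0.703 for DRG and 0.689 for TG neurons. For single libraries rho lay between 0.612 and 0.704 in DRG (SD 0.0336, n = 6) and between 0.667 and 0.696 in TG (SD 0.0126, n = 4). The correlations are across genes, which are not independent replicates. Avil had a mean FPKM of 356 and Calca, which encodes the peptide CGRP, of 912 in the magnetically sorted neurons (authors' deposited table).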

Correlations are very sensitive to library batch effects and further depend on the number and expression levels of the gene sets included in the analysis. 

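Of the 8000 genes with the highest mean FPKM in DRG neurons, 6489 (81.1%) were also among the 8000 highest of the magnetically sorted DRG neurons, and 6429 of the 8000 highest genes of TG neurons (80.4%) were; 38062 genes have a value in both. In the magnetically sorted neurons, 7681 of the DRG genes (96.0%) and 7709 of the TG genes (96.4%) had a mean FPKM of at least 1, and 84.3% and 83.7% had at least 5. Asic1, an acid-sensing ion channel, had a mean FPKM of 6.27 in the magnetically sorted neurons (authors' deposited table).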

We therefore also conducted presence/absence calls, which again showed good overlap: 80% of the top 8000 genes were identified as present in both our current RNA-seq study and the DRG nociceptors dataset (Supplementary Table 2).

**FIGURE 2:**
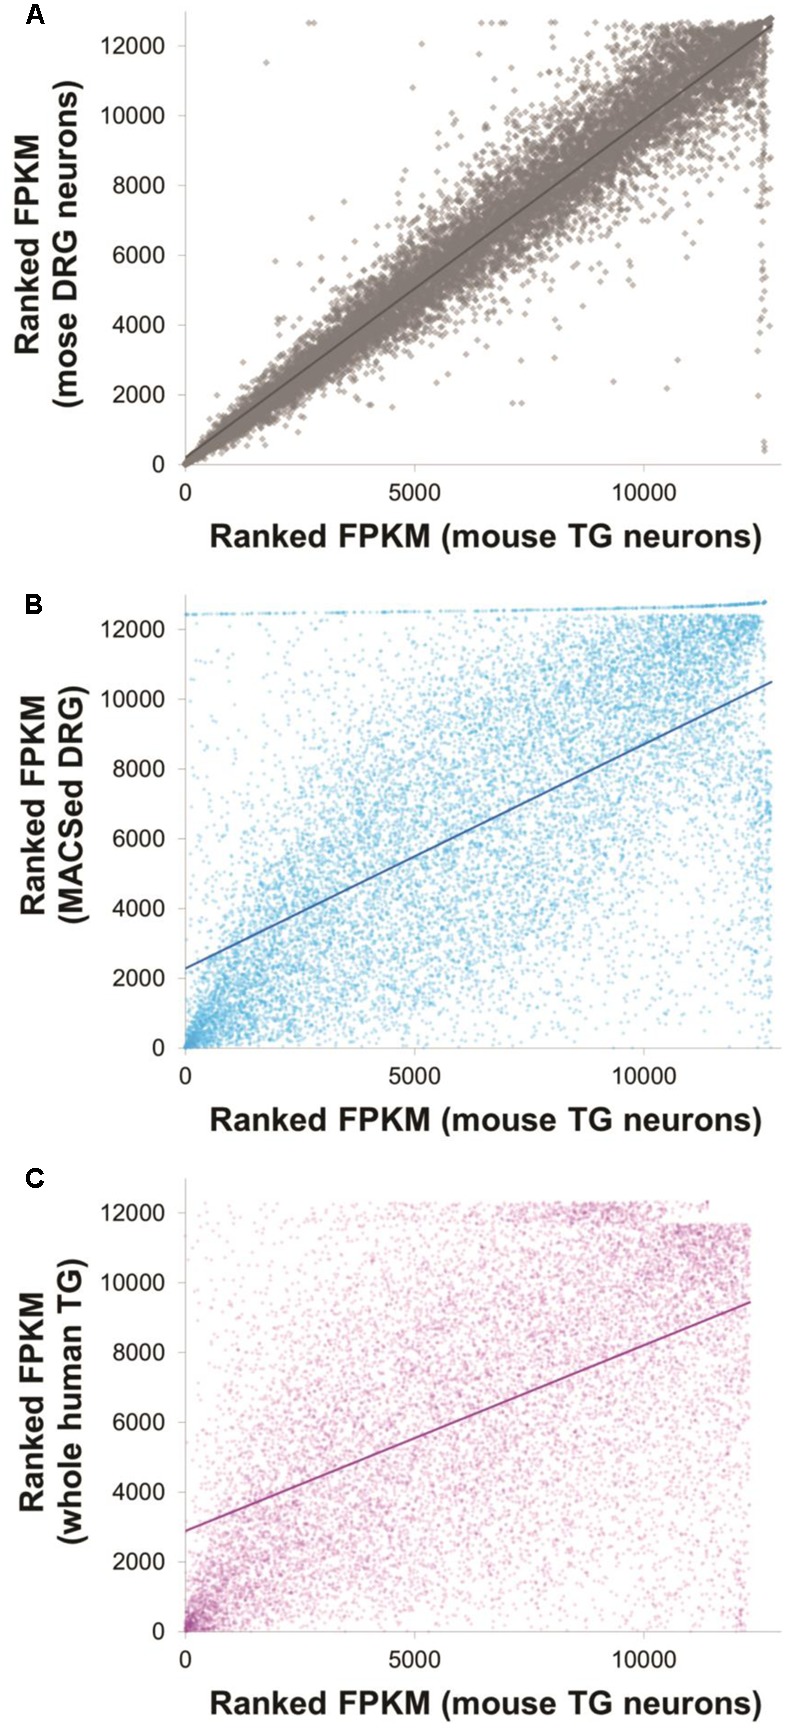
Expression profiles of mouse trigeminal neurons were well correlated with other, previously published datasets. Ranked FPKM values for mouse TG neurons obtained in this dataset are plotted against ranked FPKM values of three different comparison datasets: mouse DRG neurons obtained as part of this particular study (**A**, Spearman’s *r*_s_ = 0.97), magnetically sorted DRG neurons obtained by Thakur et al. (2014) (**B**, Spearman’s *r*_s_ = 0.64) and whole human TG data obtained by Flegel et al. (2015) (**C**, Spearman’s *r*_s_ = 0.53). Solid lines indicate linear correlations. Note that within study correlations are necessarily higher than between study correlations due to the absence of technical batch effects stemming, e.g., from separate library preparation. See Supplementary Table 2 for the underlying data and for additional graphs of presence/absence calls.

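The mean FPKM of DRG and TG neurons were correlated across the 12637 genes detected (Spearman's rho = 0.967; across genes, which are not independent replicates). Isl1, a transcription factor of sensory neurons, had an FPKM of 93.3 ± 32.6 in DRG (SD, n = 6) and 175 ± 20.9 in TG (SD, n = 4), which did not pass the test (log2 fold change DRG over TG -0.99, standard error 0.31, adjusted p = 0.562 from limma). For single libraries against the other ganglion's mean, rho lay between 0.870 and 0.963.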

Next, we looked for differences between our DRG and TG samples. 

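Between DRG and TG neurons, 14 of the 12637 genes tested passed an adjusted p of 0.05 in limma, 10 higher in DRG and 4 higher in TG, so that 99.9% did not pass; 802 genes had an unadjusted p under 0.05. Kcnv1, a modifying subunit of voltage-gated potassium channels, was among those higher in DRG, with an FPKM of 13.5 ± 2.80 in DRG (SD, n = 6) and 3.02 ± 0.585 in TG (SD, n = 4) (log2 fold change 1.84, standard error 0.22, adjusted p = 0.00339). It lies on chromosome 15 from 45106284 to 45114920 of the mouse genome build GRCm38. Igfbp6, a binding protein of insulin-like growth factors, was higher in TG, with an FPKM of 11.9 ± 2.42 in TG and 1.34 ± 1.19 in DRG (log2 fold change -2.62, standard error 0.38, adjusted p = 0.0178), and the authors mark it as depleted in pure neurons. In each of the 14 genes every library of one ganglion lay above every library of the other (exact permutation p = 0.00476, the smallest that 6 libraries against 4 can give), as in 246 of all genes tested, where chance gives 0.952%. Of the 97 genes with an adjusted p under 0.05 in the authors' deposited likelihood ratio table, 11 are among the 14. Without male DRG replicate 3 the count was 23 genes (16 higher in DRG and 7 in TG), and without the 3 DRG libraries that stand apart from the rest it was 19, a choice made after seeing the data; genes higher in TG numbered 7 also without female DRG replicate 1, 2 without male TG replicate 1, male TG replicate 2 or female TG replicate 1, and 1 without female TG replicate 2. The call of Igfbp6 ended without any 1 of the 4 TG libraries (adjusted p = 0.0656 to 0.108, and 0.00171 to 0.198 over all its alternatives), with a pseudocount of 0.1 or 0.5 and without a filter. It also ended without the 3 DRG libraries (0.0612) and over the 8 libraries with a number in their descriptions when fitted without a block (0.0920). With a block by sex and the numbers in the titles it was 0.118, and over the same 8 libraries without that block 0.0556.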

DESeq2 analysis revealed 97 genes that were differentially expressed at adjusted *p*-value (adj. *p*) < 0.05 (**Figures 3A,B**), which means that the great majority of genes (more than 99%) were commonly expressed. 

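In the authors' deposited likelihood ratio table, 63 genes have an adjusted p under 0.05, are detected and are not marked as depleted in pure neurons, 44 of them higher in DRG and 19 higher in TG. That test took ganglion and sex into account together, so genes that differ by sex alone can be among the 63. In the authors' Wald table for ganglion, 42 of the 63 have an adjusted p under 0.05, 19 have 0.05 or more and 2 have none. In limma the direction was the same for 62 of the 63, the exception being Uty, a Y-linked gene; 55 of the 63 had an unadjusted p under 0.05 and 10 an adjusted p under 0.05. Every library of one ganglion lay above every library of the other in 37 of the 63 genes, where chance gives 0.952% of genes; since the 63 were chosen on these libraries, this is not independent evidence. Rgs16, which speeds the hydrolysis of GTP by G protein alpha subunits, was higher in TG, with an FPKM of 2.30 ± 0.346 in TG (SD, n = 4) and 0.164 ± 0.237 in DRG (SD, n = 6) (log2 fold change -1.52, standard error 0.22, adjusted p = 0.0179 from limma). With the number that a DRG and a TG library share in their descriptions as a block, its log2 fold change was -1.45 and its adjusted p = 0.147 (0.0920 over the same 8 libraries without the block). Scg2, a granin of dense-core vesicles, had an FPKM of 255 ± 74.5 in DRG and 124 ± 26.4 in TG (log2 fold change 1.00, standard error 0.25, adjusted p = 0.286; 0.0454 without male DRG replicate 3 and 0.00486 with array weights, 0.00486 to 1.000 over its alternatives). Of the genes that passed in limma and are not marked as depleted, 10 were higher in DRG and 2 in TG (5 in TG without male DRG replicate 3, 4 without female DRG replicate 1, and 1 without male DRG replicate 1 or female TG replicate 2). The call of Rgs16 also ended with a pseudocount of 0.1, without male DRG replicate 1 (adjusted p = 0.0666) and without any 1 of the 4 TG libraries (0.0778 to 0.129, and 0.00173 to 0.182 over its alternatives). It ended as well without the 3 DRG libraries that stand apart from the rest (0.0612). With a block by sex and the numbers in the titles it was 0.169, and over those 8 libraries without that block 0.0821.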

Of the genes which were different, 44 were upregulated in DRG neurons and 19 were upregulated in TG neurons, with 24 of the genes being present exclusively in either ganglia (**Table 1**). 

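The Hox genes, which encode the homeodomain factors that set position along the body axis, were higher in DRG as a group: of 39 Hox genes 18 were detected, 8 were higher in DRG and none was lower at an adjusted p under 0.05 from limma (17 higher when adjusted over the list alone). The list differed from the other genes by camera with an adjusted p = 2.33e-58, and 0.000108 with an estimated correlation. The paper had singled out Hox genes from these same libraries, so this is not independent evidence. Hoxa7 had an FPKM of 48.9 ± 19.5 in DRG (SD, n = 6) and 0.0997 ± 0.0954 in TG (SD, n = 4), a log2 fold change of 5.42 (standard error 0.28, adjusted p = 2.09e-06). The ratio of its mean FPKM was 490, since adding 1 to the FPKM lowers the fitted change where TG is near 0. Hoxb5 had an FPKM of 23.7 ± 8.84 in DRG and 0.115 ± 0.0610 in TG, Hoxa9 of 18.4 ± 6.09 in DRG and 0.0582 ± 0.0700 in TG and Hoxa10 of 15.7 ± 4.51 in DRG and 0.0624 ± 0.0210 in TG. Hoxd1, named after its values were seen, was the 1 detected Hox gene with an unadjusted p above 0.05, at an FPKM of 2.53 ± 1.70 in DRG and 1.27 ± 0.269 in TG. Of the 10 genes higher in DRG in limma, 8 (80.0%) were Hox genes, and of the 44 in the authors' deposited table 15 (34.1%).

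**Figure D1:**
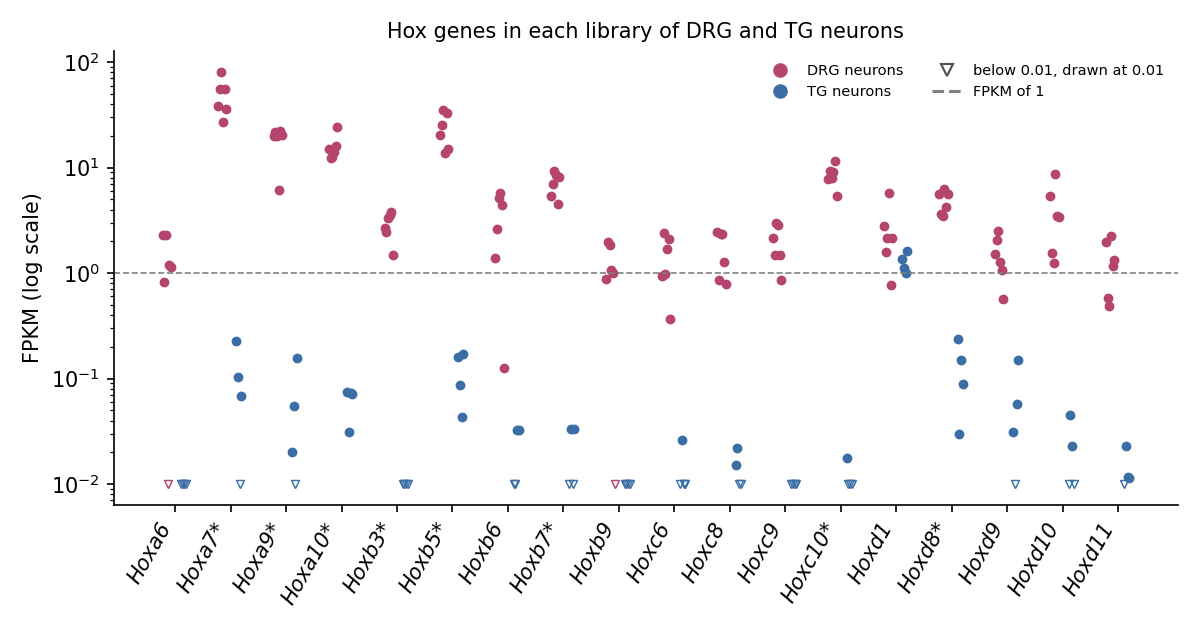
FPKM of the 18 detected Hox genes in each of the 6 DRG and 4 TG libraries, on a log axis; open triangles stand for values below 0.01, asterisks mark the genes with an adjusted p under 0.05 from limma, and the dashed line is an FPKM of 1. In 15 of the 18 genes every DRG library lies above every TG library.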

Surprisingly, the vast majority of the latter were homeobox genes (Hox), accounting for ∼50% of the upregulated genes in the DRG (**Figure 3B** and **Table 1**). 

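Of the 34 other genes with an adjusted p under 0.05 in the authors' deposited likelihood ratio table, 19 were not detected and 15 were detected and are marked as depleted in pure neurons, 9 of these with the higher mean FPKM in DRG and 6 in TG. Calb2, a calcium-binding protein, had an FPKM of 57.6 ± 67.0 in TG (SD, n = 4) and 0.967 ± 2.03 in DRG (SD, n = 6), and female DRG replicate 1 held the highest DRG value, 5.11, while the TG values were 141 and 82.5 in the female and 2.65 and 4.17 in the male libraries (a mean of 29.8 without female TG replicate 1). Meis2, a homeodomain cofactor, had an FPKM of 8.30 ± 4.07 in TG and 1.99 ± 1.34 in DRG. Calb2 and Meis2 were named outside the rule for naming genes that was fixed before the data were examined. Trem2, a receptor of macrophages and microglia, was listed at 0 in every DRG library and had an FPKM of 1.23 ± 0.831 in TG. Smr2, a salivary androgen-regulated protein, had an FPKM of 27.0 ± 25.5 in DRG and 1.28 ± 0.979 in TG (17.5 in DRG without male DRG replicate 3, which held 74.7, and 0.848 in TG without female TG replicate 1), and Egr1, an immediate-early transcription factor, of 8.62 ± 4.40 in DRG and 2.63 ± 0.756 in TG. None of these 5 passed in limma (adjusted p = 0.107 for Calb2, 0.212 for Meis2, 0.332 for Trem2, 0.0787 for Smr2 and 0.209 for Egr1), while Adamtsl5, a secreted protein that is also marked as depleted, did, with an FPKM of 2.44 ± 0.236 in TG and 0.274 ± 0.249 in DRG (log2 fold change -1.45, standard error 0.22, adjusted p = 0.0273; with the numbered pairs as a block -1.31 and 0.148, and 0.0920 over the same 8 libraries without it). With array weights Calb2 (adjusted p = 0.0361; 0.0361 to 0.406 over its alternatives), Meis2 (0.0301; 0.0301 to 0.757), Smr2 (0.0100; 0.0100 to 0.349) and Egr1 (0.0337; 0.0337 to 0.680) passed. Among the 19 genes not detected the highest mean FPKM was 0.872, and 2 were listed at 0 in every library. These are Hoxb5os and, named after its values were seen, Hoxaas3. The authors' likelihood ratio table, which rests on counts, gives them log2 fold changes of 8.29 and 8.53 in favour of DRG, so an FPKM of 0 does not mean that no reads were counted for them. Smr2 passed without male DRG replicate 2 (adjusted p = 0.0476) and without female DRG replicate 2 (0.0244; 0.0100 to 0.349 over its alternatives), while Adamtsl5 did not pass with a pseudocount of 0.1 or 0.5, or without male DRG replicate 1 (0.0951), 2 (0.0531) or 3 (0.0501), female DRG replicate 2 (0.0613) or any 1 of the 4 TG libraries (0.113 to 0.179; 0.00173 to 0.198 over its alternatives).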

Further to these neuronal genes, an additional 34 genes emerging from DESeq2 analysis were either not deemed to be expressed according to our FPKM expression cut-off or were not of unambiguously neuronal origin (Supplementary Table 1). The latter was determined by using a previously published RNA-seq dataset (Thakur et al., 2014) in which DRG neurons were magnetically sorted, which prevents any contamination with satellite glial cells (see instruction sheet/tab of Supplementary Table 1 for further information).

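Of the 12637 genes detected here, 909 carry the authors' mark of depletion in pure neurons. Of 22 markers of satellite glia 20 were detected, with a median FPKM of 19.5 to 25.8 in the DRG libraries and of 17.7 to 26.1 in the TG libraries. Between the ganglia none of these 20 passed in limma (2 at an unadjusted p under 0.05), 11 had the higher fitted mean in DRG and 9 in TG, and the list had an adjusted p = 0.735 by camera. Of 18 markers of Schwann cells and myelin 13 were detected, with a median FPKM of 3.10 to 10.1 in DRG and of 4.59 to 16.9 in TG. None of these 13 passed in limma (5 at an unadjusted p under 0.05), 12 had the higher fitted mean in TG, and the list lay towards TG by camera with an adjusted p = 0.0220, and 0.292 with an estimated correlation. Without the 3 DRG libraries that stand apart from the rest it was 0.103 (0.0230 to 0.292 over its alternatives).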

**FIGURE 3:**
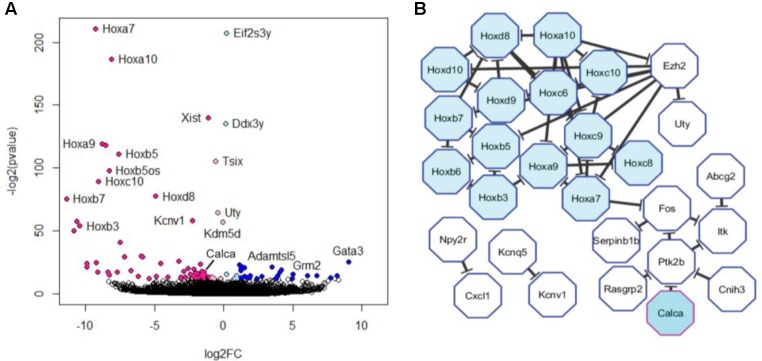
Differential expression of trigeminal versus dorsal root ganglion transcripts. **(A)** Volcano plot of differentially expressed genes obtained using *Deseq2*. Colored dots represent genes that were significantly dysregulated at FDR < 0.05. Genes upregulated in trigeminal ganglion are depicted in light (log2FC > 0) and dark blue (log2FC > 1). Genes upregulated in dorsal root ganglion are depicted in light (log2FC < 0) and dark pink (log2FC < –1). Note that this graph includes genes which are not expressed according to our cut-off as well as those which are enriched in satellite glial cells (see Supplementary Table 1). **(B)** The 44 unambiguously neuronal genes that were found to be upregulated in dorsal root ganglion at FDR < 0.05 were fed into a protein–protein interaction analysis. The resulting network is depicted here and includes 28 genes, 50% of which were Hox genes.

**Table 1:** Genes exclusively expressed in either ganglia, identified by RNA sequencing.

		Exclusive expression	
Gene ID	Gene name	DRG	Trigeminal
ENSMUSG00000020123	Avpr1a		✓
ENSMUSG00000038112	AW551984	✓	
ENSMUSG00000063415	Cyp26b1	✓	
ENSMUSG00000029054	Gabrd		✓
ENSMUSG00000078706	Gm53	✓	
ENSMUSG00000043219	Hoxa6	✓	
ENSMUSG00000038236	Hoxa7	✓	
ENSMUSG00000038227	Hoxa9	✓	
ENSMUSG00000000938	Hoxa10	✓	
ENSMUSG00000048763	Hoxb3	✓	
ENSMUSG00000038700	Hoxb5	✓	
ENSMUSG00000000690	Hoxb6	✓	
ENSMUSG00000038721	Hoxb7	✓	
ENSMUSG00000001661	Hoxc6	✓	
ENSMUSG00000001657	Hoxc8	✓	
ENSMUSG00000036139	Hoxc9	✓	
ENSMUSG00000022484	Hoxc10	✓	
ENSMUSG00000027102	Hoxd8	✓	
ENSMUSG00000043342	Hoxd9	✓	
ENSMUSG00000050368	Hoxd10	✓	
ENSMUSG00000028033	Kcnq5	✓	
ENSMUSG00000049112	Oxtr		✓
ENSMUSG00000005268	Prlr	✓	
ENSMUSG00000026475	Rgsl6		✓

*Table listing 24 genes which were exclusively present in the DRG (21 genes) and TG (three genes). 

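By mean FPKM, 20 of the 24 genes of Table 1 were at 1 or more in DRG and below 1 in TG, and 4 were at 1 or more in TG and below 1 in DRG. Besides Hox genes, the DRG genes include Prlr, the prolactin receptor, with an FPKM of 2.97 ± 1.13 in DRG (SD, n = 6) and 0.607 ± 0.503 in TG (SD, n = 4), Kcnq5, a voltage-gated potassium channel (1.89 ± 0.721 in DRG and 0.372 ± 0.193 in TG), and Cyp26b1, which degrades retinoic acid (1.64 ± 1.15 in DRG and 0.240 ± 0.120 in TG). The TG genes include receptors of hypothalamic hormones: Avpr1a, a vasopressin receptor, had an FPKM of 1.27 ± 0.533 in TG (SD, n = 4) and 0.0255 ± 0.0553 in DRG (SD, n = 6), and Oxtr, the oxytocin receptor, of 1.64 ± 1.09 in TG and 0.0781 ± 0.0798 in DRG. Gabrd, a subunit of GABA-A receptors, had an FPKM of 2.14 ± 1.41 in TG and 0.157 ± 0.241 in DRG. Of the 24 genes, 9 passed in limma, 8 of them Hox genes and the other Rgs16, which Table 1 lists by its Ensembl identifier under the name Rgsl6. The receptors, channels and enzyme named above did not pass (adjusted p = 0.209 for Prlr, 0.209 for Kcnq5, 0.645 for Cyp26b1, 0.107 for Avpr1a, 0.207 for Oxtr and 0.216 for Gabrd). With array weights Prlr (0.0226; 0.0226 to 0.755 over its alternatives), Kcnq5 (0.0361; 0.0361 to 0.761), Oxtr (0.0301; 0.0301 to 0.731) and Avpr1a did, and Avpr1a also without the filter on low values, while Cyp26b1 (0.0653 to 1.000) and Gabrd (0.0529 to 0.745) passed under no alternative. In 21 of the 24 every library of one ganglion lay above every library of the other, where chance gives 0.952%, but these genes were chosen on the same libraries. Under the rule of the table applied to the genes that passed in limma, 11 genes were exclusive by FPKM, 9 to DRG and 2 to TG. These are the 9 genes of the table and a pair outside it: Ccdc159, which was listed at 0 in every DRG library and had an FPKM of 6.74 ± 0.912 in TG (adjusted p = 1.33e-05), and Gm28309, which was listed at 0 in every TG library and had an FPKM of 6.32 ± 3.20 in DRG (adjusted p = 0.00273). For both the authors' deposited tables, which rest on counts, differ from the FPKM: Ccdc159 has a log2 fold change of 0.01 (adjusted p = 0.998) at a mean of 153 normalized counts, and Gm28309, whose span on the genome overlaps those of Hoxd10 and Hoxd11 (shared reads were not tested), has a mean of 0 normalized counts.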

First column shows the ENSEMBL Code ID for the gene; the second column lists the gene name and the third/fourth columns display the restrictive expression of the gene either in the DRG or TG (tick marks). Note that the vast majority of the genes are Hox genes. Differential expression was calculated using a Wald test with DESeq2. Exclusivity was considered when FPKM was ≥1 in one neuronal population and not present (FPKM < 1) in the other population, and expression was not depleted in pure neurons (refer to Supplementary Table 1 for additional information)*.

### Validation of Differentially Expressed Genes

Given the identification of several differentially expressed genes between DRG and TG neurons in our dataset, we next went on to validate genes with potential functional relevance to pain states. Calcitonin gene-related peptide—CGRP (encoded by the gene CALCA)—is primarily expressed by sensory neurons and known to play a key role in inflammation and neuronal sensitization, particularly during nerve damage (Donnerer and Stein, 1992; Benemei et al., 2009; Yu et al., 2009; Russell et al., 2014) as well as in migraine (Diener et al., 2015; Karsan and Goadsby, 2015; Edvinsson, 2017; Iyengar et al., 2017). Our transcriptome analysis revealed a large difference of approximately 2.5-fold increased expression of the CGRP gene in DRG in relation to TG neurons (AVRG FPKM DRG: 8216 and TG: 3430; adj. *p* < 0.05; **Figure 4A**). 

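Calca, which encodes CGRP, lies on chromosome 7 from 114631478 to 114636357 (GRCm38) and had an FPKM of 8216 ± 4072 in DRG (SD, n = 6) and 3429.7 ± 1261 in TG (SD, n = 4), a ratio of 2.40. Its log2 fold change was 1.21 (standard error 0.32), with an adjusted p = 0.350 from limma and p = 0.00952 by the exact permutation test. Male DRG replicate 3 had the highest Calca value, 16276, and the other 5 DRG libraries lay between 4826 and 7898. Among the TG libraries male TG replicate 2 had the highest, 5271, which is above the lowest DRG library. In each of the 4 pairs of libraries with the same number in their descriptions Calca was higher in DRG. Without male DRG replicate 3 the log2 fold change was 1.00. In the authors' deposited table Calca has an adjusted p = 0.0479 from the likelihood ratio test and no p from the Wald test. From this difference between the ganglia the paper went on to test CGRP protein by ELISA in a separate cohort of mice (Figure 4B), where it reports more CGRP in DRG. The ELISA was of whole ganglia rather than sorted neurons. By qPCR in an independent cohort the paper also reports more Calca RNA in DRG, with a p just above 0.05 by a Mann-Whitney test. Its methods describe no sorting for the qPCR either, and the lumbar DRG taken were of a different range of levels than for the sort.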

To validate this finding we performed a CGRP ELISA from samples extracted from DRG and TG neurons. Results showed that whole DRG has significantly higher level of CGRP protein (**Figure 4B**); indeed, total CGRP levels were over threefold higher when compared to TG (*n* = 4/group; *p* < 0.01; **Figure 4B**). We also carried out qPCR, where we showed a higher amount of CGRP mRNA in the DRG in an independent cohort of animals (*n* = 3 DRG; *n* = 4 TG; *p* = 0.056; **Figure 5A**).

**FIGURE 4:**
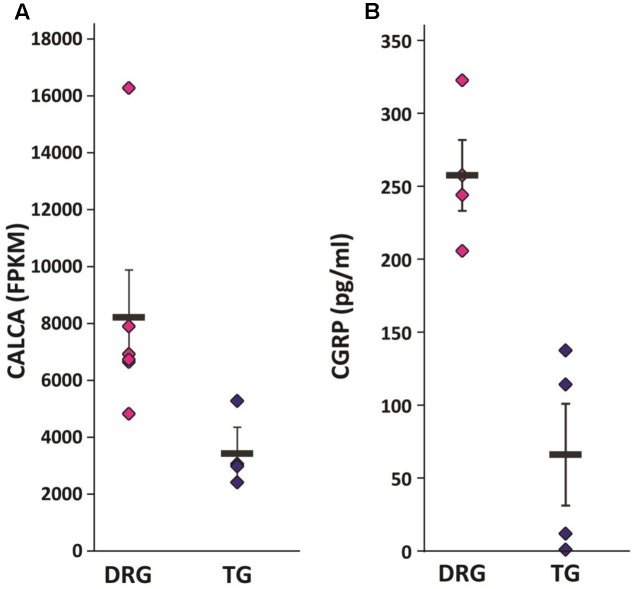
Validation of selected targets. **(A)** CGRP mRNA (Calca) was found to be significantly upregulated in our RNA-seq dataset. Plotted here are individual FPKM values, including means and standard errors of the means. **(B)** CGRP ELISA showed significantly increased protein levels in the DRG versus the TG of a separate cohort of mice: *n* = 4, independent samples *t*-test (two-tailed, heteroscedastic), *p* = 0.005.

**FIGURE 5:**
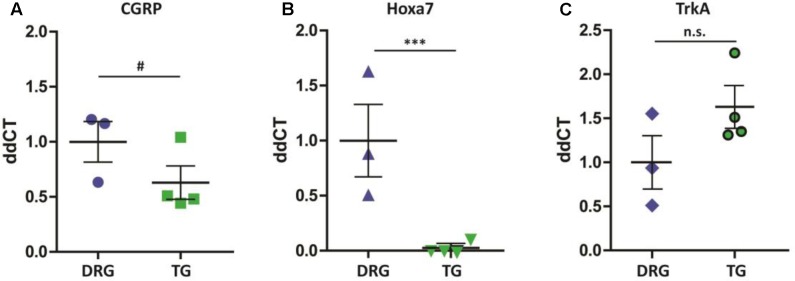
qPCR validation of differentially expressed genes. **(A)** Similarly to the RNA-seq dataset, CGRP mRNA (Calca) was higher in the DRG when compared to TG (^#^*p* = 0.056). **(B)** Hoxa7 gene is exclusively expressed in DRG neurons (^∗∗∗^*p* < 0.001), **(C)** whereas TrkA (Ntrk1) is equally expressed across the two groups of neurons (*p* > 0.05). Results shown are from samples extracted from a separate cohort of mice: *n* = 3 DRG and *n* = 4 TG. Plotted here are individual ddCT values normalized to GAPDH, including means and standard errors of the means; *p*-values were obtained using a Mann–Whitney test.

In addition to CGRP, our RNA-seq data also show a differential expression of 15 Hox genes, all of which were exclusively expressed in DRG extracted from the lumbar region. 

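The 15 Hox genes of Table 1 belong to all 4 clusters: Hoxa6, Hoxa7, Hoxa9 and Hoxa10 on chromosome 6, Hoxb3, Hoxb5, Hoxb6 and Hoxb7 on chromosome 11, Hoxc6, Hoxc8, Hoxc9 and Hoxc10 on chromosome 15, and Hoxd8, Hoxd9 and Hoxd10 on chromosome 2 of GRCm38. Their mean FPKM lay between 1.29 (Hoxa6) and 48.9 (Hoxa7) in DRG, and the highest value of any of them in a TG library was 0.237. Hoxc10, of a group of Hox genes used in the lumbar spinal cord, had an FPKM of 8.49 ± 2.03 in DRG (SD, n = 6) and 0.00444 ± 0.00888 in TG (SD, n = 4) (log2 fold change 3.21, standard error 0.24, adjusted p = 3.13e-05 from limma). Hoxb7 had an FPKM of 7.12 ± 1.87 in DRG and 0.0167 ± 0.0192 in TG and Hoxd8 of 4.82 ± 1.17 in DRG and 0.127 ± 0.0885 in TG (adjusted p = 7.93e-05 and 0.000395). Hoxb3 was listed at 0 in every TG library and had an FPKM of 2.88 ± 0.852 in DRG (adjusted p = 0.00438; 0.0630 with the numbered pairs as a block, while it passed over the same 8 libraries without it, 0.000134 to 0.0630 over its alternatives). In 14 of the 15 genes every DRG library lay above every TG library, and the exception was Hoxa6. Of the 15, 8 passed an adjusted p of 0.05; of the others, Hoxc9 (adjusted p = 0.0516) and Hoxd10 (0.0557) came nearest.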

To verify these findings, we performed qPCR in DRG and TG ganglia from a separate cohort of animals. Our results revealed Hoxa7 mRNA to be present only in lumbar DRGs but not in TG neurons (**Figure 5B**, n = 3 DRG; *n* = 4 TG; *p* < 0.01). As a positive internal control, we probed for the Ntrk1 gene (TrkA) and, confirming our RNA-seq analysis, found no difference between the groups (**Figure 5C**).

### Comparison between Mouse and Human Datasets

Next, to characterize the similarity between the molecular profiles generated from mouse and human TG, we compared our data to the work of Flegel and collaborators (Flegel et al., 2015). 12,317 genes were found to be expressed in either dataset, 90% of which were identified as equally present or absent in mouse and human (Supplementary Table 2). Rank correlations were moderate (Spearman’s rho *r*_s_ = 0.53, **Figure 2** and Supplementary Table 2). Of the 63 differentially expressed neuronal genes identified in our rodent DRG–TG data, almost 70% followed the same trend toward up- or downregulation in the human data set (**Figure 6** and Supplementary Table 3). 

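Of the 63 genes, 50 have a human value in the paper's Supplementary Table 3, and 34 of these 50 (68.0%, exact 95% confidence interval 53.3 to 80.5%) had the higher mean FPKM in the same ganglion in the mouse libraries and in the paper's human values, while 16 went the opposite way. The interval treats the genes as independent, which genes measured in the same libraries are not, so the uncertainty may be wider. All 15 Hox genes were higher in DRG in both species. Of the other 35 genes, 19 (54.3%) had the same direction. By ganglion, 28 of the 38 genes higher in mouse DRG and 6 of the 12 higher in mouse TG had the same direction in human tissue. Of the 10 of these genes that passed in limma, 9 had the same direction, 8 of them Hox genes.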

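In the paper's human values, 21 of the 28 genes higher in DRG in both species, and 5 of the 6 higher in TG in both, differed at least 2-fold between the human ganglia. All 8 of the Hox genes that passed in the mouse libraries were among the genes higher in human DRG. Without genes on the sex chromosomes, 33 of 47 genes (70.2%) had the same direction.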

Of the genes consistently regulated across species, 21 showed at least a twofold higher FPKM in human DRG compared to TG, while five showed a twofold increase in TG. Together, these analyses demonstrate the validity of our newly generated data and confirm the high molecular similarities between mouse and human sensory ganglia.

**FIGURE 6:**
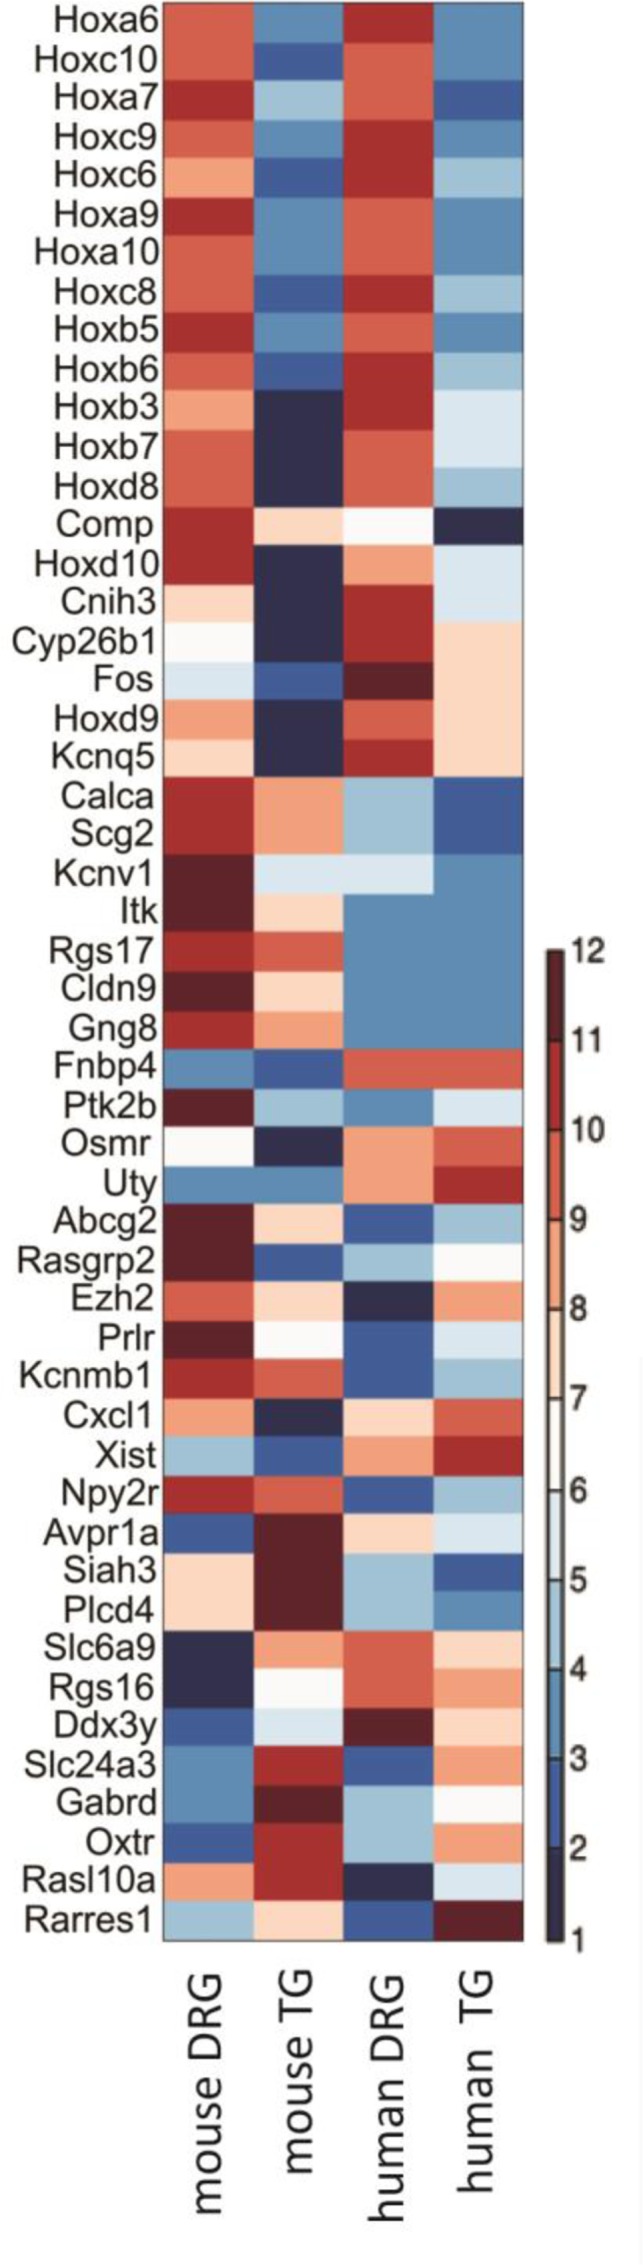
Interspecies comparison of differentially expressed neuronal transcripts in mouse and whole ganglion transcripts in human. Of the 63 genes found to be differentially expressed in DRG and TG, 50 could also be easily identified in a dataset examining expression in human (Flegel et al., 2015). Depicted here is a standardized heatmap of the average log2 (FPKM) values from the two different datasets. Blue indicates negative values, i.e., FPKM < 1, with the genes likely lowly expressed or absent. Increasing levels of expression are represented by increasing degrees of red. See Supplementary Table 3 for the underlying raw FPKM values.

## Discussion

Our study is the first to provide a molecular profile of enriched TG and DRG neurons. Isolation of cells by FACS, followed by high throughput sequencing demonstrated key differences in expression level between neuron-specific genes in TG and DRG, among them ion channels as well as genes reportedly involved in pain processing. We validated our results in independent cohorts at message and protein level. Finally, we could demonstrate consistency between our newly generated RNA-seq and a previously published dataset examining whole human TG and DRG.

Studies to date have yielded significant insight into the cell biology of both TG and DRG, giving a clear idea of fiber demography, function, ratio, and distribution of myelinated and non-myelinated fibers in each of these ganglia, as well as how they contribute to nociception, pain, and migraine (Snider and McMahon, 1998; Woolf and Ma, 2007; Dubin and Patapoutian, 2010; DaSilva and DosSantos, 2012; Akerman et al., 2017; Goadsby et al., 2017). However, relatively little is known about the molecular characteristics of these distinct neuronal populations, and how they compare at the transcriptional level. Our data revealed that, despite distinct embryogenic origin and processing capabilities, DRG and TG are surprisingly similar, with an almost identical molecular fingerprint. Nevertheless, we could identify 63 genes which were differentially expressed in these two primary neuron populations, including 24 genes that were found exclusively in either of the ganglia (**Table 1**).

Our results are somewhat unexpected, especially when considering the highly specialized olfactory properties unique to the TG ganglia. Indeed, in a recent study, Manteniotis and collaborators identified almost 200 genes as differentially expressed between whole DRG and TG (Manteniotis et al., 2013). The group described the presence of a number of TG-specific genes and hypothesized their involvement in olfactory processing (Manteniotis et al., 2013). Our results, however, show that none of the genes listed by the authors—including Olfr420, Gm14744, and Lcn3—are expressed by isolated neurons. 

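Olfr420, an odorant receptor gene, Gm14744 and Lcn3, a lipocalin, were listed at an FPKM of 0 in each of the 6 DRG and 4 TG libraries. With FPKM alone the number of reads that a value of 0 excludes is not known. Of 24 genes for odorant binding and chemical senses, 3 were detected in either ganglion, and none of these passed between DRG and TG neurons (limma; 0 also at an unadjusted p under 0.05).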

We believe the contrasting results might be due to tissue composition, given that the majority of cells after DRG dissociation are non-neuronal (Thakur et al., 2014). This can lead to misinterpretation of RNA-seq data: neuron-specific genes could appear falsely downregulated if one type of ganglion were to contain a higher proportion of non-neuronal cells.

Similarly, differences in myelin composition or resident macrophage populations are visible and likely prominent in transcriptional datasets comparing whole DRG and TG. A good example is Kirrel2, which was initially described to be exclusively expressed in TG ganglia (Manteniotis et al., 2013), but is in fact not present in pure TG neurons. 

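Kirrel2, a cell adhesion protein of the immunoglobulin family, was listed at an FPKM of 0 in each of the 4 TG libraries. In DRG its mean was 0.00159 ± 0.00389 (SD, n = 6), and the highest library had 0.00952.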

Rather, it is highly expressed by astrocytes and oligodendrocytes (Zhang et al., 2014), suggesting differential expression in the satellite glia or myelin of TG and DRG. Similarly, the calcium channels subunits Cacna1g and Cacna1s, which were proposed to be exclusively present in DRG (Manteniotis et al., 2013), are in fact absent from DRG neurons, as shown by our data and previously published work (Thakur et al., 2014; Usoskin et al., 2015). Instead, these genes are found to be expressed in other cells such as microglia and macrophages, both in the CNS and PNS (Gosselin et al., 2014; Lavin et al., 2014; Zhang et al., 2014; Denk et al., 2016), suggesting the non-neuronal origin of these transcripts. 

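Cacna1g, the pore-forming subunit of a T-type calcium channel, was listed at an FPKM of 0 in each of the 6 DRG libraries and reached at most 0.146 in a TG library. Cacna1s, the pore-forming subunit of the calcium channel of skeletal muscle, had an FPKM of 0.137 ± 0.318 in DRG (SD, n = 6) and 0.151 ± 0.192 in TG (SD, n = 4), with a highest value of 0.786 in DRG and 0.400 in TG. In the magnetically sorted DRG neurons the mean FPKM was 0.364 for Cacna1g and 0.0671 for Cacna1s (authors' deposited table). Of 23 subunits of voltage-gated calcium channels, 14 were detected, and none of these passed between the ganglia (limma; 1 at an unadjusted p under 0.05).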

Notably, our results and analyses are not disputing the identity of genes previously reported as exclusive to the TG or DRG. We are only providing novel insight into which gene differences are likely to be of neuronal origin. In this context, it is also important to bear in mind that our dissociation method will favor medium and small diameter neurons over large diameter neurons (Supplementary Figure 3). Indeed, genes like Hcn2 and Cacna2d4, which according to single cell data are likely to be exclusively expressed in large diameter DRG neurons (Usoskin et al., 2015; Li et al., 2016), do not pass our FPKM expression cut-off.

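Hcn2, a channel opened by hyperpolarization and cyclic nucleotides, had an FPKM of 0.617 ± 0.224 in DRG (SD, n = 6) and 0.480 ± 0.104 in TG (SD, n = 4), and no library reached 1. Cacna2d4, an auxiliary subunit of calcium channels, had an FPKM of 0.188 ± 0.289 in DRG and 0.00270 ± 0.00540 in TG, with a highest value of 0.747 in DRG. In the magnetically sorted DRG neurons the mean FPKM was 20.1 for Hcn2 and 0.00505 for Cacna2d4 (authors' deposited table). Of 24 markers of large-diameter neurons 22 were detected, with a median FPKM of 9.84 to 19.5 in the DRG libraries and of 11.3 to 13.8 in the TG libraries. Nefh, the heavy neurofilament of large axons, had an FPKM of 183 ± 58.2 in DRG and 112 ± 32.9 in TG, and Cntnap2, a protein beside the nodes of Ranvier, of 25.5 ± 8.03 in DRG and 12.0 ± 1.82 in TG. None of the 22 passed between DRG and TG (limma; 5 at an unadjusted p under 0.05; adjusted p = 0.178 for the list by camera). With array weights Cntnap2 did (adjusted p = 0.0190; 0.0190 to 0.953 over its alternatives).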

The identification of differentially expressed genes allows for the manipulation and targeting of neuronal subpopulations. Here we show a remarkable difference in the expression of the CGRP gene (CALCA) in the two types of ganglia. CGRP is well known for its role as vasodilator and plays a central role in peripheral sensitization, hyperalgesia, and migraine (Benemei et al., 2009; Russell et al., 2014; Iyengar et al., 2017; Schou et al., 2017). Our dataset confirms the presence of CGRP in both TG and DRG neurons, with the latter having over twofold higher expression of this gene—a result which is in line with RNA-seq data derived from human samples (Flegel et al., 2015). These molecular data may seem counterintuitive at first glance. Migraine patients have elevated levels of CGRP (Karsan and Goadsby, 2015; Edvinsson, 2017; Iyengar et al., 2017), the reduction of which has repeatedly been shown to constitute a promising treatment avenue (Olesen et al., 2004; Diener et al., 2015; Karsan and Goadsby, 2015; Mitsikostas and Rapoport, 2015). In contrast, chronic pain conditions involving other areas of the body do not appear to be alleviated by modulation of CGRP (Schou et al., 2017). Yet, DRG appear to express much higher RNA message levels. The discrepancy becomes less jarring when one considers that nerve injury models which cause neuropathic pain conditions are commonly reported to cause downregulation of CGRP (LaCroix-Fralish et al., 2011; Reinhold et al., 2015). This suggests that the gene may be implicated in divergent mechanistic processes in cranial versus peripheral pain conditions.

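Asic1, an acid-sensing ion channel on chromosome 15 from 99670368 to 99701130 (GRCm38), had an FPKM of 23.3 ± 2.20 in TG (SD, n = 4) and 11.7 ± 3.30 in DRG (SD, n = 6), a ratio of TG over DRG of 1.98. The log2 fold change of DRG over TG was -0.96 (standard error 0.23), with an adjusted p = 0.233 from limma and p = 0.00952 by the exact permutation test. Every TG library lay above every DRG library. In the authors' deposited tables Asic1 has an adjusted p = 0.0488 from the likelihood ratio test and 0.00907 from the Wald test for ganglion. Of 34 TRP, ASIC, P2X and Piezo channels, which sense chemical, thermal and mechanical stimuli, 28 were detected and none passed in limma (5 at an unadjusted p under 0.05; adjusted p = 0.194 for the list by camera). Trpm8, the channel of cold sensing, had an FPKM of 8.95 ± 5.40 in TG and 2.64 ± 1.64 in DRG (adjusted p = 0.645).

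**Figure D2:**
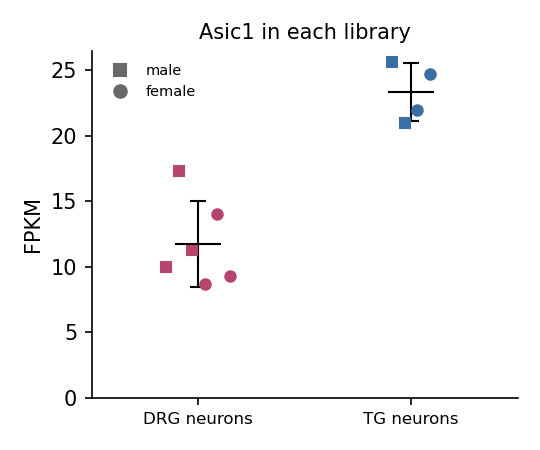
FPKM of Asic1 in each DRG and TG library, with squares for male and circles for female mice and the mean and SD of each ganglion. All 4 TG libraries lie above all 6 DRG libraries.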

Another finding from our dataset is the differential regulation of the acid-sensing ion channel subtype-1 (ASIC1), which we identified to have higher expression in TG versus DRG neurons. In addition to having been implicated in neurite outgrowth, neuronal differentiation, synaptic plasticity, learning, memory as well as neuronal injury (Huang et al., 2013; Deval and Lingueglia, 2015; Liu et al., 2017), ASIC1 has a well-documented link to mechanoreception, nociception, and pain (Deval and Lingueglia, 2015; Omerbasic et al., 2015). Previous studies also indicated that ASIC1 could be an analgesic target during pain states (Mazzuca et al., 2007; Diochot et al., 2012). Most notably, ASIC1 has recently been shown to be a new potential drug target for migraine (Holland et al., 2012; Dussor, 2015). Our results are directly relevant to these findings, as we show that expression of the ASIC1 gene is notably higher in TG neurons when compared to DRG. Moreover, we newly identified ASIC1 as differentially expressed compared to previous datasets (Manteniotis et al., 2013; Flegel et al., 2015), likely because its presence in oligodendrocytes (Zhang et al., 2014) would have obscured the neuron-specific difference in mixed tissues. This again highlights the importance of studying cell populations in isolation, as dilution effects can obscure crucial targets that might be used in clinic.

Besides genes linked to pain processing, our study also identified 15 Hox genes which are exclusively expressed in lumbar DRG neurons compared to TG. Hox genes are recognized for their key role as regulators of system development and cell fate specification during embryogenesis (Wellik, 2007; Mallo and Alonso, 2013; Philippidou and Dasen, 2013). Their continued presence in adult DRG is the most striking difference between the two types of ganglia: it can be detected at the level of whole TG and DRG (Manteniotis et al., 2013; Flegel et al., 2015; Kogelman et al., 2017), and similar anterior–posterior patterns are still discernible in adult CNS (Hutlet et al., 2016). In the brain, the expression of Hox genes after development has been linked to the regulation of key proteins that are involved in synapse formation and plasticity (Hutlet et al., 2016). Evidence is still sparse, but if it were to consolidate, Hox genes could represent an interesting exploratory drug target for some forms of chronic pain where changes in synaptic plasticity are well-recognized (Luo et al., 2014; Kuner and Flor, 2016). The absence of Hox genes from the TG is likely due to the distinctive pattern of homeobox gene expression during development (Hodge et al., 2007). We propose that, in the near future, these unique genes could also be used as “guides” in gene therapy, to either knockdown or overexpress genes in specific neurons during chronic pain states, as it has been proposed and already achieved in some specific cell types (Jang et al., 2007; Waehler et al., 2007; Clarke and McMillan, 2014).

Unveiling the specific molecular identities of sensory neurons is crucial for understanding the biology of these highly specialized cells under healthy conditions as well as for developing effective therapies in disease. This is the first report of a molecular comparison between enriched DRG and TG neurons. Our RNA-seq analyses show that despite unexpected similarity, these two populations of neurons have some unique molecular characteristics, as evinced by 63 differentially expressed genes. We are confident that our results will benefit the scientific community by providing easily searchable, neuron-specific information on DRG and TG expression patterns. Furthermore, good agreement between mouse neurons and human tissue suggests that our analyses may aid in the continued quest for better drugs against chronic pain conditions, including migraine.

## Materials and Methods

### Transgenic Mice

Avil-GFP mice [see gensat.org: STOCK Tg (Avil-EGFP) QD84Gsat/Mmucd for BAC expression levels] were bred in-house for several generations on a CD1 background. In all experiments, adult, age-matched (3–6 months) littermate controls from both genders were used. Mice were kept in a 12-h light–dark cycle, with food and water *ad libitum*. All experiments were performed in accordance with the UK Animals (Scientific Procedures) Act 1986 and Local Ethical Committee approval.

### Fluorescence-Activated Cell Sorting

Avil-GFP mice were deeply anesthetized with pentobarbital and transcardially perfused with 10 ml of PBS. TG (two ganglia/animal) or lumbar DRG (L1–L5, *n* = 10 lumbar ganglia/animal) were dissected out. Samples were then incubated in 3 mg/ml dispase, 0.1% collagenase and 200 U/ml DNase for 60 min at 37°C in a CO_2_ incubator, followed by gentle trituration in 1 ml of FACS buffer (5% trehalose, 0.05 mM APV, 15 mM HEPES in DPBS). PI (2.5 μg/ml) was added to the cell suspension so dead cells could be identified during sorting.

Following dissociation, neuronal cell isolation was performed using a BD FACS Aria II Cell Sorter at the NIHR BRC flow core facility at King’s College London (nozzle size 100 μM). Cell populations were gated on GFP+, PI- signal with the help of unstained and single-staining controls. For every experiment, cells from a non-transgenic control animal were used for compensation controls. Positive events (500/animal) were sorted directly into Qiagen RLT buffer and beta-mercaptoethanol and stored at -80°C until the entirety of the biological samples were collected and processed for RNA extraction using a RNeasy Micro kit (Qiagen) with minor modifications of the manufacturer’s protocol. Sample quality was confirmed on an Agilent Bioanalyzer (average RIN value of 8.75, min 7.6, max 9.9).

### Sequencing

RNA-seq was performed as previously described (Thakur et al., 2014). In brief, samples were sent for batch-controlled library preparation (SMARTer Ultra Low Input HV kit, 634820, Clontech) and sequencing at the High-Throughput Genomics Group at the Wellcome Trust Centre for Human Genetics at Oxford University. Following amplification, samples were multiplexed in replicate flow cells on an Illumina HiSeq 4000 platform. Reads were uniquely aligned to the mm10 genome using STAR (Dobin et al., 2013), yielding a median mapping percentage of 85.8% (min 80.7%, max 87.6%, standard mapping parameters, bar—outFilterMultimapNmax 1). Normalized gene expression values and differential gene expression data were generated using the cufflinks and DESeq2 algorithms (Trapnell et al., 2010; Love et al., 2014), respectively. We applied an FPKM expression cut-off, based on the underlying distribution of our cufflinks data: FPKM ≥ 1 in at least two of the replicates for each condition. Please note that expression cut-offs will be specific to each individual RNA-seq dataset (as FPKM values are modeled on a curve) and are necessarily somewhat arbitrary. Ours is quite liberal and will likely overestimate the presence of particular gene transcripts. Raw and processed data are available under GEO accession GSE100175.

### ELISA

CGRP (Calca) protein levels were measured from freshly extracted DRG and TG samples using a CGRP ELISA kit according to manufacturer’s instructions (Bertin Pharma, 589001). Briefly, the tissue was macerated with a hand-held homogenizer in 200 μl EIA buffer, and the resultant protein was bound by anti-CGRP antibody for 5 min at room temperature. Samples were washed five times and the signal developed with Ellman’s reagent and read on an ELISA plate reader (Molecular Devices, 410 nM). All samples, standards and negative controls were processed in duplicate. The resulting standard curve was linear as required (*y* = 0.004*x* + 0.0973, *R*^2^ = 0.98), and all samples fell within the limits of the standard samples.

### qRT-PCR

Animals were deeply anesthetized with pentobarbital and transcardially perfused with PBS. DRG (lumbar, L3–L6) and TG were collected and RNA was prepared with the RNeasy Micro kit (Qiagen). Total RNA (500 μg) was converted to cDNA using the SuperScript^®^ III Reverse Transcriptase kit (Thermo Fisher Scientific). Quantitative real-time PCR (qPCR) was performed in duplicate with a SYBR green master mix (Roche Diagnostics Limited) with the addition of the selected gene primer sequences (Sigma)—see below. ΔCts were calculated in relation to a house keeping gene (GAPDH). In all experiments, qPCR reactions were run in a Roche Lightcycler 480 PCR machine. Results were analyzed by the standard ΔΔCt method. All primers were checked for their efficiency and specificity beforehand.

Cgrp_F: CTGAGGGCTCTAGCTTGGAC;

Cgrp_R: TGCCAAAATGGGATTGGTGG

Hoxa7_F: CAGTTTCCGCATCTACCCCT;

Hoxa7_R: CGTCTGGTAGCGCGTGT

TrkA_F: GAAGAATGTGACGTGCTGGG;

TrkA_R: GAAGGAGACGCTGACTTGGA

Gapdh_F: GGTCCCAGCTTAGGTTCATCA;

Gapdh_R: CCAATACGGCCAAATCCGTTC

### Imaging

Avil-GFP mice were deeply anesthetized with pentobarbital and transcardially perfused with PBS followed by a 4% PFA solution. Tissue was dissected out (DRG and TG), post fixed for 2 h and placed in 30% sucrose solution and left overnight at 4°C. Samples were then embedded in OCT and cut on a cryostat (10 μm sections). Slides were incubated with blocking buffer (10% donkey serum, 0.02% Triton X-100 in PBS), for ∼6 h at room temperature. Sections were then incubated with anti-NeuN antibody (1:1000; Rabbit—Millipore) overnight at room temperature. Primary antibody was removed by washing with PBS, three times. Secondary antibody conjugated with Alexa 594 (Invitrogen) was diluted in the blocking buffer (1:1000), and slides were incubated for at least 2 h at room temperature. Slides were then mounted using Fluoromount-G^®^ medium (Southern Biotechnology) and allowed to dry for 48 h. Endogenous EGFP alongside with Alexa 594 from the sections were imaged using the tile imaging mode (mosaic function) in a Zeiss 710 LSM Axio Imager.Z2 Microscope, at 20×/0.8 DICII magnification. Images were processed (stitched and scale bars placed) using the Zen 2012—Blue Edition software (Zeiss).

### Statistics

For all the validation experiments, normality was confirmed by Shapiro–Wilk test. If samples showed a normal distribution, parametric tests were used, otherwise, samples were analyzed by a non-parametric test.

For the CGRP ELISA assay experiments, an independent samples *t*-test (two-tailed, heteroscedastic) was used. For the qPCR experiments, a Mann–Whitney non-parametric test was performed.

Statistical analyses were performed using Prism 5 software or SPSS.

## Author Contributions

DL, FD, and SM contributed to the design of the experiments and interpretation of the data. DL and FD performed the flow cytometry, molecular and cell biology experiments. FD performed the bioinformatics analyses. SM conceived the project. DL wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

Avil: advillin
AVRG: average
CGRP: calcitonin gene-related peptide
DRG: dorsal root ganglia
FACS: fluorescence-activated cell sorting
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
GFP or EGFP: (enhanced) green fluorescent protein
Hox: homeobox
mRNA: messenger RNA
PI: propidium iodide
qPCR: quantitative polymerase chain reaction
RIN: RNA integrity number
RNA: ribonucleic acid
RNA-seq: RNA sequencing
TG: trigeminal ganglia.

# Supplementary material for: The Molecular Fingerprint of Dorsal Root and Trigeminal Ganglion Neurons
**Source:** Front Mol Neurosci. 2017 Sep 26;10:304. doi: 10.3389/fnmol.2017.00304
**Supplement:** Supplementary file 4

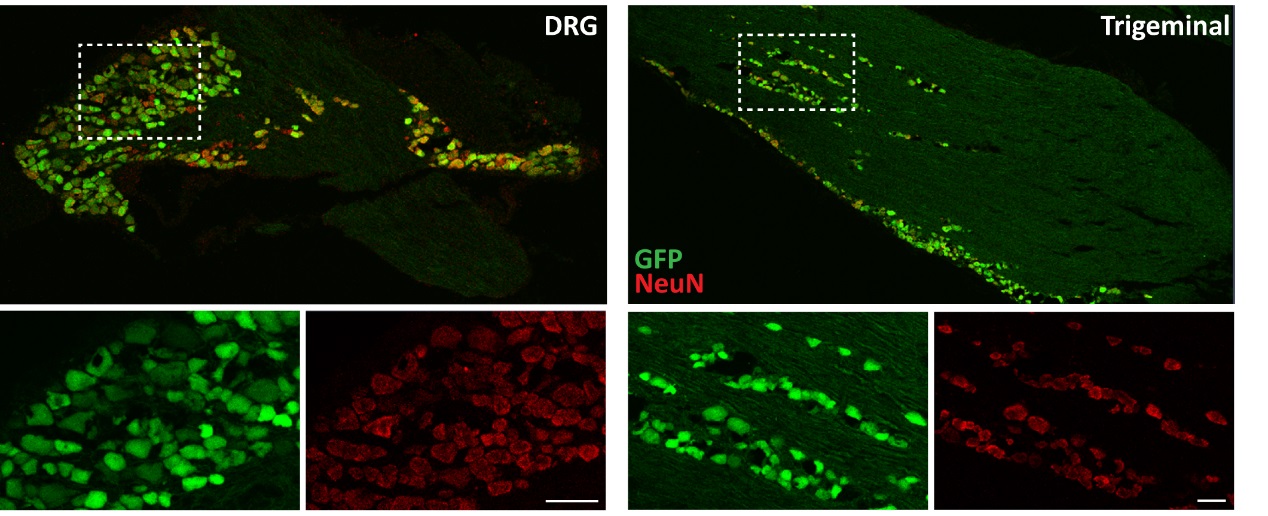

**Supplementary Figure 1: Avil is present in sensory neurons of the Avil-GFP transgenic mouse.** Representative images of DRG and TG extracted from the Avil-GFP mouse show that all green cells are positive for NeuN (in red), highlighting the expression of Avil in neurons only. Scale bar: 50 microns.

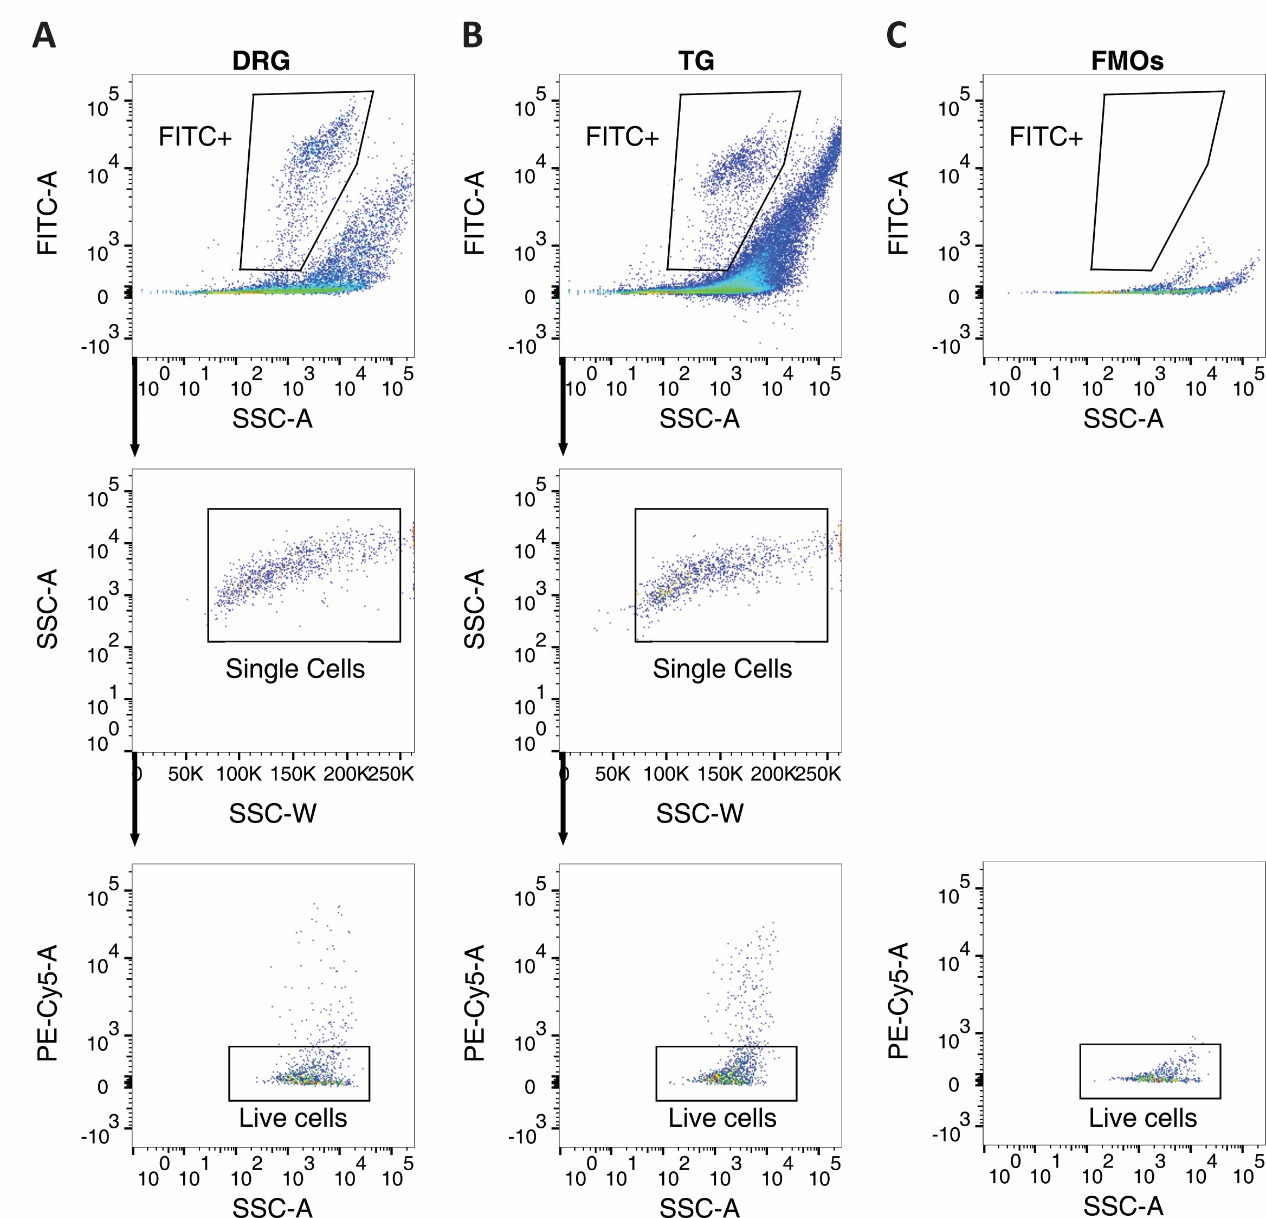

**Supplementary Figure 2: Detailed gating strategy for FACS.** **(A)** DRG or TG neurons were gated on GFP positive cells (FITC+), followed by side scatter area (SSC-A) vs. side scatter width (SCC-W) to distinguish single cells from clumps, and finally selected based on the live-dead stain propidium iodide (PE-Cy5 negative) **(B)**. The rightmost column **(C)** shows how gates were established using fluorescence minus one controls (FMOs). Please note that the machine can faithfully detect varying degrees of GFP fluorescence ranging from 10^3^-10^5^.

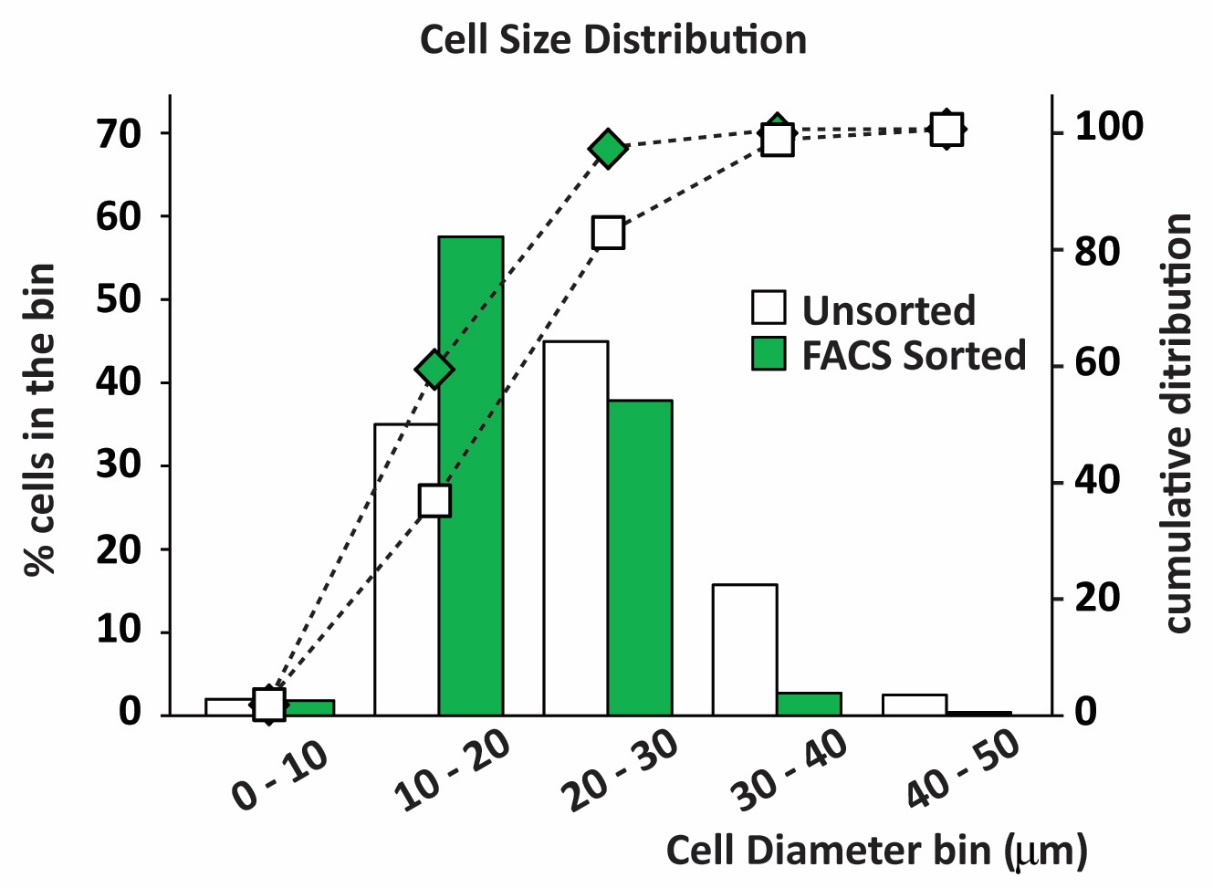

**Supplementary Figure 3: Cell size distribution of FACS sorted neuronal cells used in this study.** Graph illustrating cell size distribution present in the unsorted (white bars) and FACS sorted (green bars) preparations. Cumulative-sum chart shows the neuronal size distribution of FACS sorted cells (green diamonds) is slightly skewed to the left hand side, when compared to unsorted cells (white squares) reflecting a higher proportion of smaller diameter neurons present in the FACS preparation, as reflected in the RNA profile (see discussion). FACS data is representative of the quantification of 327 cells from the lumbar DRG of one animal. Data was plotted against previous published data (Unsorted) from our laboratory (Thakur et al., 2014).

How the deposited data were processed for this re-analysis (not part of the article)

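RNA-seq was reported for GFP-positive neurons sorted from lumbar DRG (6 libraries, 3 of male and 3 of female mice) and from TG (4 libraries, 2 male and 2 female). The authors aligned the reads to mm10 with STAR, made FPKM per gene and library with cufflinks, and compared the groups with DESeq2; the deposited values used are FPKM for 45952 genes in the 10 libraries and the authors' tables of comparisons, which hold log2 fold changes (TG over DRG, or male over female), p-values and adjusted p-values, and mean FPKM in magnetically sorted DRG neurons of another study. The authors' tables also give a signal for each gene, the mean over the libraries of counts divided by size factors of DESeq2, which was read only to see whether reads were counted for genes listed at an FPKM of 0. For human tissue the DRG and TG values of the paper's Supplementary Table 3, a ratio for each gene, were used. Of the per-sample columns, 22 were not used: 12 hold libraries of the other study and 10 repeat the FPKM inside the tables of comparisons.

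Each value was checked for its unit. FPKM summed to between 543862 and 870872 per library and are scaled for library size; the libraries differed in relative depth by at most a factor of 1.49, from the smallest steps between values. No read counts were used, so no interval for counting error can be given, and the spread between replicates stands for the precision. Genes with an FPKM of at least 1 in at least 2 replicates of DRG or of TG were called detected (12637 genes), and their FPKM were put on the scale log2(FPKM + 1). DRG and TG were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) with ganglion and sex as terms; male and female libraries, the interaction of ganglion and sex, and both terms together were tested in the same way. All adjusted p are by Benjamini and Hochberg over the genes tested, with a threshold of 0.05, and come from limma unless the authors' table is named. Log2 fold changes are of DRG over TG unless stated. Those from limma are differences of log2(FPKM + 1), so where a ganglion is near 0 they are smaller than the ratio of FPKM. Single genes were also compared by a two-sided exact permutation test over the 210 splits, whose smallest p is 0.00476. Before the data were examined, 33 lists of genes were fixed; the 31 with at least 3 members tested were compared by camera with its preset correlation of 0.01, and again with a correlation estimated from the data, with p adjusted over the lists. Gene positions are from GENCODE release M21 on GRCm38. The limma steps were tested on data simulated with each gene's residual spread, the same in every library.

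The numbers in the descriptions of 4 DRG and 4 TG libraries were taken as pairs: the deviations of a DRG library from its group mean correlated with those of the TG library of the same number in 4 of 4 pairs (0.148 to 0.383, each above the correlation of 0.1 set as the limit), and 4 of 4 DRG libraries correlated best with the TG library of their own number. For male DRG replicate 2 the margin was narrow (0.148, against 0.146 with female TG replicate 1). Neither the labels nor the paper say whether DRG and TG came from the same mice. The numbers in the titles, taken within each sex, do not pair them. A block for the pairs, over these 8 libraries, was therefore an alternative, and its value stands beside a gene where it ended the call.

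Genes named in the text are those that the paper's text, Table 1, Figure 3 or Supplementary Table 3 names (whose values in the supplementary tables had been seen), the 10 genes with the largest fitted change in each direction among those that passed with no overlap between the libraries, the 5 in each direction for sex and for the interaction, and up to 4 members of each list described with the smallest p; all were chosen by this rule, fixed before the data were examined, unless stated. The alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter at an FPKM of 5, median-ratio and quantile rescaling, no term for sex, no trend, array weights, both kinds of block, and each library left out in turn. The set without the 3 DRG libraries that stand farthest from the rest and the 8 libraries of each kind of block without the block were added after seeing the data. For each count, 100 splits of the libraries (seed 304) were compared with the real one. The ELISA and qPCR of the paper were not analysed here, and some genes that the rule names are not reported here.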

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

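The tests of male DRG replicate 3 as swapped or as sharing an animal, of Calca without that library, of the counts of genes between DRG and TG and between the sexes by other splits of the libraries, and of values listed at 0 were chosen only after the results were seen. In 81 groups of libraries tested by Dixon's rule for outliers, 12 held a library far from the others. In 4 of the 12 that library is male DRG replicate 3. For normally distributed values chance would give about 1 in 20, or 4.05. Some of the FPKM tested lie at or near 0, so that number does not apply to them and no excess over chance can be read from the 12.

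Male DRG replicate 3 lay far from the other DRG libraries: its FPKM summed to 870872 (the next highest DRG library had 617977), it had the fewest genes at an FPKM of 1 or more, 10820, the highest Calca, 16276, and Mbp, 188, the lowest Avil, 172 (555 to 1118 in the other DRG libraries), the lowest median over pan-neuronal genes, 215 (277 to 434), and the highest over ribosomal protein genes, 777 (266 to 539 in all other libraries). A lower read depth is argued against by its relative depth, 1.06 times the median of the DRG libraries, and a swap with a TG library by its values for the called Hox genes, which lie above every TG library in 8 of 8. An animal or a preparation shared with male TG replicate 2, which has the same number in its description, may account for part of it, since their deviations from the group means correlated at 0.383, against -0.298 to -0.0104 with the other TG libraries. RNA of other cells stays open: its median over 7 macrophage markers was 1.94 times that of the highest other library, but the ratio was 1.24 for fibroblast, 0.840 for satellite glia and 0.458 for Schwann cell markers; the sort for GFP limits such cells, but satellite glia markers had a median FPKM of 17.7 to 26.1 in every library. A biological difference between mice was not tested.

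Calca had a log2 fold change of 1.21 (standard error 0.32) in favour of DRG. A larger share of peptidergic nociceptors in DRG as the whole cause is argued against, narrowly, by the 16 other members of that list, whose median log2 fold change was 0.26 (SD 0.937; 12 of 16 higher in DRG). The scaling of FPKM is argued against by a log2 fold change of 1.28 after median-ratio rescaling, and male DRG replicate 3 as the sole source by 1.00 (standard error 0.23) without it. A difference between the ganglia stays open as a hypothesis, with a smaller contribution of the share of peptidergic neurons also open.

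Ccdc159 was listed at 0 in every DRG library, a signal among genes the paper does not discuss (fitted log2 fold change -2.94, which depends on the pseudocount and is no bound). The authors' deposited table has a log2 fold change of 0.01 (0.00767 before rounding) for it, at a mean of 153 normalized counts, in line with an FPKM estimate of 0 where reads were counted. Gm15484, listed at 0 in every male library, has 0.08 (0.0784) between the sexes there, so the same explanation may hold, while Hoxb3, listed at 0 in every TG library, has 3.14 in favour of DRG, which argues against it for that gene. Of all 210 splits of the libraries, the real one has 3 such genes, another has 4, and 60 others have at least 1.

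Other genes outside those the paper discusses passed between the ganglia: Igfbp6 had a log2 fold change of -2.62 and Gm28309, listed at 0 in every TG library, a fitted one of 2.75. The authors' deposited table has a mean of 0 normalized counts and no fold change for Gm28309, so its FPKM have no counterpart there. Male and female libraries, which the authors' deposited tables compare and the paper's text does not discuss, differed in 3 genes in limma (6 in the authors' Wald table). The relative depth of male TG replicate 1, 1.06, was far above the other TG libraries. Hoxa10 was far from the rest in female DRG replicate 3 (24.4) and male TG replicate 2 (0.0309). Hoxc10 stood apart in male TG replicate 1 (0.0178) and Hoxa9 in female DRG replicate 1 (6.16). Calb2 was highest by far in female DRG replicate 1 (5.11), Avpr1a in female DRG replicate 2 (0.138) and Kcnq5 in female DRG replicate 3 (3.32), each among the DRG libraries.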

How the results depend on the processing

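Over 76 results, 1268 of 1420 values under an alternative were counted as unchanged. For single genes and lists this means the same direction and the same side of the threshold. For counts it means within 1.5 times of the main value, which can still be a change of several genes. For rank correlations it means within the SD between libraries, and for the share with the same human direction within its confidence interval. Of the others, 57 no longer passed, 33 newly passed, 55 moved and 7 reversed. The set without the 3 DRG libraries farthest from the rest, the 8 libraries of each block without the block, and the block for lists were chosen only after seeing the data; the cause of a change was not tested unless stated. Every alternative tried for the count of DRG against TG genes kept at least 10 of the 14 genes. Array weights leaned on male TG replicate 1, with a weight of 5.29, against 0.906 to 2.18 in the other TG libraries. With array weights, which give male DRG replicate 3 a weight of 0.163, 118 genes passed, 66 higher in DRG and 52 in TG (54 and 40 not marked as depleted), 37 were exclusive and 17 were Hox genes; Calca passed (log2 fold change 1.10, adjusted p = 0.0340; 0.0340 to 0.990 over its alternatives), as did Asic1 (-0.91, adjusted p = 0.0304; 0.0304 to 0.862), and sex gave 5 genes, the interaction 1 and both terms together 84. Without the 3 DRG libraries, 16 genes were higher in DRG, sex gave 6 and the interaction 10, and the adjusted p of lists that reversed was 0.588 for satellite glia, 0.885 for ribosomal proteins and 0.944 for TRP, ASIC, P2X and Piezo channels. At an FPKM of at least 5, 8306 genes were detected, 2 were higher in TG (1 not marked as depleted) and the rank correlations with magnetically sorted neurons were 0.584 for DRG and 0.565 for TG; over every gene with an FPKM above 0 they were 0.827 and 0.826. Without a filter, 7 genes were higher in TG (5 not marked as depleted) and 3 passed for the interaction. With a pseudocount of 0.1, 1 gene was higher in TG (1 not marked as depleted), and with 0.5, 2 were. A block by the numbers in the titles, where 0 of 4 libraries correlated best with their own number, gave 12 genes, 2 of them higher in TG. With it Kcnv1 did not pass (adjusted p = 0.0988, and 0.000489 to 0.0988 over its alternatives), nor did Igfbp6 (0.118), Rgs16 (0.169) or Adamtsl5 (0.118), while Smr2 did (0.0133, and 0.0100 to 0.349). Those 8 libraries without the block gave 21 genes, 16 higher in DRG, 4 higher in TG and not marked as depleted, and 3 for the interaction. Kcnv1 and Adamtsl5 passed there, Igfbp6 and Rgs16 did not, and the lists for satellite glia (adjusted p = 0.844) and ribosomal proteins (0.764) reversed. With the numbered pairs of the descriptions as a block, over the 8 numbered libraries, 14 genes passed (11 higher in DRG and 3 in TG), 11 of them among the 14 of all libraries: Hoxb3, Rgs16 and Adamtsl5 did not pass, and Rbp2, Cldn9 and Rimklb, named after their values were seen, newly passed (adjusted p = 0.0183, 0.0274 and 0.0476). The same 8 libraries without the block also gave 14 genes (2 higher in TG; 1 gene for the interaction), 11 of them shared with the block: Hoxb3 and, of the new genes, Cldn9 passed (adjusted p = 0.0489, against 0.370 for Rbp2 and 0.0920 for Rimklb), and Rgs16, Adamtsl5 and Igfbp6 did not. The macrophage list reversed over these 8 libraries with the block (adjusted p = 0.649) and without it (0.782), so the block is not needed for that change. The block over the 8 libraries changed no other call among the genes and lists named in the text apart from the lists under the other observations. With an estimated correlation 1 list passed. The authors' Wald table with interactions holds 26 genes and the authors' likelihood ratio p gave 29 exclusive genes. Of the 10 genes that passed in limma, are among the 63 of the paper and have a human value, 90.0% had the same direction in human tissue. Leaving out 1 library at a time gave 11 to 23 genes between DRG and TG, 10 to 16 higher in DRG, 1 to 7 higher in TG (1 to 5 not marked as depleted), and 0 to 5 for the interaction. The counts 23 and 16 are without male DRG replicate 3, and 7 in TG without that library or female DRG replicate 1; TG fell to 2 or 1 without a TG library. The interaction gave 5 genes without female DRG replicate 2, 2 without male DRG replicate 2 and 1 without female DRG replicate 1 or 3 or male TG replicate 1 or 2. Depth limits the FPKM near 0, where the number of reads behind a value is not known. In simulated data, which gave each gene the same spread in DRG as in TG, 10.7% of genes changed 2-fold were recovered.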

Differences from the paper's values

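The correlations of ranks with magnetically sorted DRG neurons were 0.703 for DRG, where the paper's value is 0.65, and 0.689 for TG, where the paper's value is 0.64; none of the alternatives set before the data were examined came within the spread between libraries of the paper's values. The values at an FPKM of at least 5 lie below the paper's and those of the others above. The spread here is the SD over single libraries, 0.0336 in DRG and 0.0126 in TG. Which genes the paper's correlations include was not known here, and the paper says that such values depend on the gene set. The gene sets may therefore differ.

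The paper's count of differentially expressed genes is 97, against 14 from limma at the same threshold of adjusted p; with array weights the count was 118, within 1.5 times of the paper's, and with none of the other alternatives set before the data were examined was it so. The authors' deposited likelihood ratio table itself holds 97, from a test of ganglion and sex together, for which limma gave 15. Their Wald table for ganglion holds 95. For genes higher in DRG and not marked as depleted the paper's value is 44 and limma gave 10, with array weights 54 and no other alternative within 1.5 times; for TG the paper's value is 19 and limma gave 2, and no alternative came within 1.5 times (40 with array weights). The paper's count of exclusive genes is 24, against 11; with the authors' likelihood ratio p over the genes kept here it was 29, and no other alternative came within 1.5 times. The notes of Table 1 name a Wald test, and 24 of the 63 genes are exclusive by mean FPKM and have an adjusted p under 0.05 in the authors' deposited Wald table, the same 24 as in Table 1. The paper's count of Hox genes is 15, against 8; it was 17 with array weights, 11 with a pseudocount of 0.1, 10 with a pseudocount of 0.5, 10 without female DRG replicate 3 and 10 over the 8 libraries numbered in the titles without a block, a set added after seeing the data, and the other alternatives gave 7 to 9. Adjusted over the list alone, 17 Hox genes were higher in DRG.

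Hox genes are 34.1% (15 of 44) of the genes higher in DRG in the authors' deposited table and 80.0% of those in limma; the paper's share, by the legend of its figure, is over the genes of a protein network, so the bases differ. The notes of Table 1 divide its genes otherwise between the ganglia than mean FPKM does, which places 20 in DRG and 4 in TG. By mean FPKM alone 28 of the 63 genes are exclusive, and the 4 of them that are not in Table 1 have an adjusted p of 0.482 or more in the authors' Wald table. The paper calls Calca and Asic1 different between the ganglia: in limma their adjusted p was 0.350 and 0.233, in the direction the paper gives, and with array weights 0.0340 (0.0340 to 0.990 over the alternatives) and 0.0304 (0.0304 to 0.862). In the authors' deposited likelihood ratio table, of ganglion and sex together, it is 0.0479 for Calca and 0.0488 for Asic1. In their Wald table for ganglion it is 0.00907 for Asic1, and none is given for Calca. The paper calls Hox genes the bulk of the exclusive genes, and 8 of the 11 exclusive genes in limma were Hox genes.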

Other observations

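Besides the Hox genes, 5 of the 31 lists tested passed between the ganglia by camera with its preset correlation, and none of the 5 passed with an estimated one. Genes of neuropeptides (18 detected; 14 with the higher fitted mean in DRG, median log2 fold change 0.23, adjusted p = 0.00110, 0.296 with an estimated correlation) and markers of peptidergic nociceptors (17 detected; 13 higher, median 0.31, adjusted p = 0.000275, 0.125 with an estimated correlation) lay towards DRG, as did immediate-early genes (17 detected; 14 higher, median 0.33, adjusted p = 0.000275, 0.125 with an estimated correlation). Penk, which encodes enkephalins, had an FPKM of 42.3 ± 54.5 in DRG (SD, n = 6) and 1.41 ± 1.64 in TG (SD, n = 4) and Fos, an immediate-early gene, of 52.2 ± 18.8 in DRG and 19.3 ± 2.37 in TG, and neither passed on its own (adjusted p = 0.375 and 0.151 from limma), while with array weights both did (0.0298, 0.0298 to 0.990 over its alternatives, and 0.0190, 0.0190 to 0.597). For Penk, 2 DRG libraries held 136 (female replicate 2) and 82.0 (male replicate 1) and the others 3.56 to 18.2; the mean is 23.6 in DRG without female DRG replicate 2 and 0.733 in TG without female TG replicate 2. Adjusted over the list alone, 5 peptide genes, 5 peptidergic markers and 3 immediate-early genes were higher in DRG, while 1 peptidergic marker was higher in TG. Male DRG replicate 3, which stands apart from the other libraries, has the highest Calca, and the first pair of lists share Calca, Calcb, Tac1 and Adcyap1; the paper picked Calca, Scg2 and Smr2 among their members from these libraries.

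Subunits of GABA receptors (13 detected; 10 with the higher fitted mean in TG, median log2 fold change of TG over DRG 0.30, adjusted p = 0.0220, 0.683 with an estimated correlation) and markers of Schwann cells and myelin (13 detected; 12 higher in TG, median of TG over DRG 0.33, adjusted p = 0.0220, 0.292 with an estimated correlation) lay towards TG. Mbp, a myelin protein, had an FPKM of 162 ± 40.4 in TG and 100.5 ± 44.8 in DRG (adjusted p = 0.737 from limma). Without the 3 DRG libraries that stand apart, both lists no longer passed (adjusted p = 0.0849 for GABA receptor subunits, 0.000995 to 0.683 over its alternatives, and 0.103 for Schwann cell markers, 0.0230 to 0.292), as over the 8 libraries numbered in the titles without a block (0.279 and 0.111), while receptors of the CGRP family and migraine targets (0.00711; 0.00711 to 0.702) and autonomic markers (0.0139; 0.0139 to 0.292) did. With the numbered pairs as a block, RNAs of the Hox clusters (adjusted p = 0.00592; 0.00592 to 0.446), fibroblast markers (0.0389; 0.0389 to 0.702) and ribosomal protein genes (0.00230; 0.00230 to 0.912) passed, and they passed over the same 8 libraries without the block (0.00614, 0.0430 and 0.0166).

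Male and female libraries differed in 3 genes in limma (518 at an unadjusted p under 0.05). Eif2s3y, a Y-linked translation factor, had an FPKM of 18.2 ± 3.88 in male (SD, n = 5) and 0.0896 ± 0.0772 in female mice (SD, n = 5; adjusted p = 2.76e-06 from limma), and Ddx3y, a Y-linked RNA helicase, 8.06 ± 2.70 and 0.0492 ± 0.0253 (adjusted p = 0.000596). Gm15484 was listed at 0 in every male library and had 2.07 ± 0.465 in female mice (adjusted p = 0.0171), and its call ended without male DRG replicate 1 (0.0564), 2 (0.104) or 3 (0.0744), female DRG replicate 2 (0.0800), male TG replicate 1 (0.123) or 2 (0.113), or female TG replicate 1 (0.122) or 2 (0.0722). No gene passed for the interaction of ganglion and sex in limma (148 at an unadjusted p under 0.05), and 15 passed for both terms together. Of the 63 genes of the paper, 4 are called between the sexes and not between the ganglia in the authors' deposited Wald tables (lowest adjusted p for ganglion 0.978).

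Other splits of the libraries were compared with the real one over 100 splits that do not keep the numbered pairs. Over these, only the real split gave as many as the 8 Hox genes (1 split as large, highest other 0). The Hox calls thus go with the real grouping. The paper singled out Hox genes from these same libraries, so this is not independent evidence against chance. For the 14 genes between DRG and TG, 3 splits were as large, the real one included (highest other 1763). It was 4 splits for the 3 genes between the sexes (highest other 2540) and 3 for the 15 of both terms (highest other 1477). These shares lie only just under 0.05 and some other splits gave far more genes, so chance is not excluded for these counts. The splits with 1763 and 1477 genes are the same one, which puts male DRG replicate 3 with all 5 female libraries, so that with sex in the model it compares that library alone with the other 4 male libraries. The split with 2540 genes puts the same library with the 4 TG libraries, and so compares it alone with the other 5 DRG libraries. For the 6 lists chance cannot be excluded (20 splits; highest other 10). Of the splits that part the numbered pairs as the real one does there are 16, and 8 with the pairs as a block, too few for a share under 0.05; the real one gave 14 genes and the highest other 2, and with the block 14 and 0. The other splits exchange the DRG and the TG library in some or all of the pairs.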
